# Characterization of growth and development of sorghum genotypes with differential susceptibility to *Striga hermonthica*

**DOI:** 10.1093/jxb/erab380

**Published:** 2021-08-19

**Authors:** Dorota Kawa, Tamera Taylor, Benjamin Thiombiano, Zayan Musa, Hannah E Vahldick, Aimee Walmsley, Alexander Bucksch, Harro Bouwmeester, Siobhan M Brady

**Keywords:** Developmental delay, gibberellins, lateral root, metabolism, root system architecture, sorghum, *Striga hermonthica*, strigolactone

## Abstract

Two sorghum varieties, Shanqui Red (SQR) and SRN39, have distinct levels of susceptibility to the parasitic weed *Striga hermonthica*, which have been attributed to different strigolactone composition within their root exudates. Root exudates of the Striga-susceptible variety Shanqui Red (SQR) contain primarily 5-deoxystrigol, which has a high efficiency for inducing Striga germination. SRN39 roots primarily exude orobanchol, leading to reduced Striga germination and making this variety resistant to Striga. The structural diversity in exuded strigolactones is determined by a polymorphism in the *LOW GERMINATION STIMULANT 1* (*LGS1*) locus. Yet, the genetic diversity between SQR and SRN39 is broad and has not been addressed in terms of growth and development. Here, we demonstrate additional differences between SQR and SRN39 by phenotypic and molecular characterization. A suite of genes related to metabolism was differentially expressed between SQR and SRN39. Increased levels of gibberellin precursors in SRN39 were accompanied by slower growth rate and developmental delay and we observed an overall increased SRN39 biomass. The slow-down in growth and differences in transcriptome profiles of SRN39 were strongly associated with plant age. Additionally, enhanced lateral root growth was observed in SRN39 and three additional genotypes exuding primarily orobanchol. In summary, we demonstrate that the differences between SQR and SRN39 reach further than the changes in strigolactone profile in the root exudate and translate into alterations in growth and development.

## Introduction

*Sorghum bicolor* is one of the five most important cereal crops globally (Paterson *et al.*, 2009). Its adaptations to drought, heat, and low nutrient availability make sorghum especially important for agriculture in sub-Saharan Africa, where it is a staple food, feed, and forage (Mace *et al.*, 2013). Among sorghum strategies to withstand abiotic stresses, establishing interactions with arbuscular mycorrhiza (AM) fungi improves phosphate acquisition (Neumann and George, 2004). To recruit AM fungi, plants secrete strigolactones into the soil, carotenoid-derived compounds that induce AM hyphal branching (Akiyama *et al.*, 2005). Low nutrient concentration, primarily phosphate and nitrogen, induces strigolactone exudation (Jamil *et al.*, 2013), which ensures AM fungal recruitment (Bouwmeester *et al.*, 2007; Yoneyama *et al.*, 2007). While this plant–fungus communication system is beneficial for sorghum’s performance in nutrient-depleted soils, the strigolactone signal can be hijacked by seeds of the parasitic ‘witchweed’, *Striga hermonthica* (Bouwmeester *et al.*, 2007). Striga is an obligate parasite and strigolactones are essential for its seed germination (Spallek *et al.*, 2013; Bouwmeester *et al*., 2020). Co-option of strigolactone signaling by Striga ensures it germinates only in the presence of a host plant. The ability to sense the presence of strigolactones allows Striga seeds to stay dormant for years and makes Striga an extraordinarily successful parasite. After strigolactone perception, germinated Striga forms a haustorium that penetrates the roots of a host plant and establishes a connection between its own xylem and the xylem of the host plant, to deprive the host of water and nutrients (Spallek *et al.*, 2013). Striga infestation has a detrimental effect on a host plant and around 20% of sorghum yield is lost annually (Ejeta and Gressel, 2007).

Since strigolactones are essential for Striga parasitism, understanding their biosynthesis and functions is essential to combat Striga parasitism. More than 35 different strigolactones have been discovered across plant species, yet not all have the potential to induce Striga germination to the same extent (Wang and Bouwmeester, 2018). Among the five main strigolactones produced by sorghum, 5-deoxystrigol, sorgomol, sorgolactone, and strigol have high Striga germination stimulant activity, while orobanchol is a low germination stimulant (Awad *et al.*, 2006; Gobena *et al.*, 2017; Mohemed *et al.*, 2018). Two sorghum varieties, Shanqui Red (SQR) and SRN39, have been studied extensively in terms of the relationship between strigolactones and Striga resistance. SRN39 is a Striga-resistant improved sorghum variety released in Sudan, while SQR is a Chinese sorghum variety with high susceptibility to Striga (Satish *et al.*, 2012). SQR root exudate contains 5-deoxystrigol as the dominant strigolactone and has a high efficiency of Striga germination induction (Gobena *et al.*, 2017). SRN39 roots exude mainly orobanchol, leading to low Striga germination. This change in strigolactone exudation profile was associated with a deletion in the *LOW GERMINATION STIMULANT 1* (*LGS1*) locus (Satish *et al.*, 2012; Gobena *et al.*, 2017). *LGS1* encodes a putative sulfotransferase, but its role in strigolactone biosynthesis is not yet understood.

Several other sorghum genotypes possess the *lgs1* mutation and consequently have low Striga germination-inducing activity (Mohemed *et al.*, 2018; Bellis *et al.*, 2020). However, the *LGS1* loss-of-function alleles are not prevalent in Striga-prone regions and are absent from non-infested areas, which suggests potential trade-offs of *lgs1* mutations (Bellis *et al.*, 2020). Decreased expression of photosynthesis-related genes in root and shoot tissue of *LGS1* loss-of-function genotypes is one of the potential costs of Striga resistance (Bellis *et al.*, 2020). Moreover, elevated expression of genes involved in strigolactone biosynthesis in SRN39 roots indicates additional alterations of strigolactone profiles within this genotype, which were not previously captured in root exudate profiles (Bellis *et al.*, 2020). To date, it is not known whether the strigolactone composition of the root and shoot tissue reflects that of the root exudate. Strigolactones do pleiotropically regulate root and shoot architecture (reviewed in Aquino *et al.*, 2021), although it remains unknown whether the influence of strigolactones on plant development and metabolism varies with respect to different strigolactone structural variants.

Given the pleiotropic effect of strigolactones and the influence of LGS1 on strigolactone profiles and photosynthetic efficiency, one might expect that the *lgs1* genotypes would show differences in growth and plant architecture. However, only a minor reduction in leaf area was observed in the *lgs1* mutant (Bellis *et al.*, 2020), and the consequences of *LGS1* loss-of-function on sorghum growth and development have never been characterized in detail. Here, we use transcriptome profiling to identify biological processes that differentiate SQR and the *lgs1* genotype, SRN39. We show that genes involved in metabolism have altered expression in SRN39 as compared with SQR and further explore the phenotypic variation between these two varieties. Our results suggest that the consequences of the genetic differences between SQR and SRN39 for growth rate depend on plant developmental stage. We associate the reduced SRN39 shoot growth relative to SQR with increased accumulation of gibberellin precursors. We further characterize the root system architecture of several *lgs1* genotypes and speculate that various strigolactone structural variants affect root system architecture. Our results suggest that the differences between SQR and SRN39 go beyond distinct susceptibility to Striga, and include differences in growth, development, and root system architecture.

## Materials and methods

### Plant material

Seeds of *Sorghum bicolor* var. Shanqui Red (SQR) were obtained from GRIN (https://www.ars-grin.gov). Birhan, Framida, Gobiye, and SRN39 seeds were kindly donated by the Ethiopian Institute of Agricultural Research. For each experiment seeds were surface sterilized by agitating in a solution containing 30% (v/v) commercial bleach and 0.2% Tween-20 (v/v) for 30 min followed by five washes with sterile water and overnight incubation in 5% (w/v) Captan fungicide. Sterilized seeds were germinated on wet Whatman paper (grade 1) upon incubation at 28 °C for 24 h in the dark.

### Growth conditions and tissue collection for transcriptome and metabolome profiling

Four-day-old seedlings of approximately the same radicle length were transferred to a soil plug, i.e. a 50 ml falcon tube filled with sterile soil (soil collected from the Clue Field in the Netherlands; 52° 03′ 37.91″ N and 5° 45′ 7.074″ E, which was further dried, sieved through 4 mm mesh and sterilized by gamma irradiation) mixed with 5% sterile water (w/v). Seedlings were watered with autoclaved water every second day. On day 10, seedlings together with the soil plug were transferred to 40 cm-long cones (Greenhouse Megastore, cat. no. CN-SS-DP) filled with 700 ml of 0.5–1.0 mm filter sand (filcom.nl/). Plants were organized in a randomized manner in a greenhouse compartment with a temperature of 28 °C during the day (11 hours) and 25 °C at night (13 h), with 70% relative humidity and light intensity of 450 µmol m^−2^ s^−1^. At days 0, 7 and 14, plants were watered with 50 ml of modified half-strength Hoagland solution with 0.05 mM KH_2_PO_4_. On days 1, 4, 10, 13, and 17, plants were watered with 50 ml deionized sterile water. Two and three weeks after transfer to the cones (corresponding to 28- and 35-day-old plants) root material was harvested 2 hours after the light turned on. Each sorghum plant was gently taken from the cone and the whole root system was cleaned from the sand and soil by washing in water, dried with paper towels, and snap frozen in liquid nitrogen (taking approximately 3 min per plant).

### RNA-seq library preparation

Root tissue was manually ground and RNA was extracted with RNeasy Plus Mini kit (Qiagen) with application of QIAshredder columns (Qiagen) and on-column DNase I (Qiagen) treatment. Total RNA obtained was precipitated with 3 M NaOAc pH 5.2 (Thermo Fisher Scientific) in 100% ethanol and washed with 70% (v/v) ethanol. RNA-seq libraries were synthesized with QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen) according to the manufacturer’s protocol. Libraries were sequenced at the UC Davis DNA Technologies Core with Illumina HiSeq 4000 in SR100 mode with four biological replicates and three technical replicates for each RNA sample.

### RNA-seq data processing and differential expression analysis

Quality control of resulting transcriptome sequencing data was accessed with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) before and after read processing. Technical replicates of the libraries were pooled before reads were processed. Barcodes were trimmed from raw reads with fastx-trimmer (http://hannonlab.cshl.edu/fastx_toolkit/index.html) with parameters: -v -f 12 -Q33. Adaptor trimming and quality filtering was performed with reaper from Kraken Suite (Davis *et al.*, 2013) with options: -geom no-bc -tabu $tabu -3pa $seqAdapt -noqc -dust-suffix 6/ACTG -dust-suffix-late 6/ACTG -nnn-check 1/1 -qqq-check 35/10 -clean-length 30 -polya 5. Trimmed reads were mapped to the reference genome of *Sorghum bicolor* BTx623 (McCormick *et al.*, 2018) using STAR (Dobin *et al.*, 2013) with options: --outFilterMultimapNmax 20 --alignSJoverhangMin 8 --alignIntronMin 20 --alignIntronMax 10000 --outFilterMismatchNmax 5 --outSAMtype BAM SortedByCoordinate --quantMode TranscriptomeSAM GeneCounts.

Genes whose raw read counts across all samples equaled zero were removed. Counts per million (CPM) were calculated with the cpm() function from the edgeR package (Robinson *et al.*, 2010) and only genes with a CPM >1 in a minimum of three samples were used for further analysis. CPM values are found in Supplementary Table S1. Differentially expressed genes (DEGs) were identified with the R/Bioconductor limma package (Ritchie *et al.*, 2015). CPM values were normalized with the voom() function with quantile normalization to account for different RNA inputs and library sizes. The linear model for each gene was specified as an interaction of the genotype and the time point: log(counts per million) of an individual gene ~Genotype×Time. Differentially expressed genes for each term of linear model were selected based on a false discovery rate of <0.05. Lists of differentially expressed genes for each term (genotype, time, genotype-by-time interaction) are found in Supplementary Tables S2–S4.

### Clustering analysis and ontology enrichment

Genes differentially expressed between genotypes in a time-dependent and time-independent manner were clustered in groups of genes that have similar expression patterns. The 75% most variable genes were selected for clustering. The log_2_ CPM mean across biological replicates was calculated for each gene and expression of each gene was then scaled to the mean expression across all samples. Hierarchical clustering was performed with pheatmap v.1.0.12 R package with the Euclidean distance measure to quantify similarity. Genes assigned to each cluster are listed in Supplementary Table S5.

Gene Ontology (GO) enrichment analysis was performed with the GOseq v.1.34.1 R package with a hypergeometric test (Young *et al.*, 2010). The odds ratio for each ontology was calculated with the formula: (number of genes in GO category/number of all genes in input)/(number of genes in GO category/number of genes in all clusters). Enriched ontology terms were selected based on a *P*-value <0.05 and an odds ratio >1. Multiple testing correction is not recommended for GO enrichment due to the graph structure of GO terms (Mi *et al.*, 2012). GO categories enriched in each cluster are listed in Supplementary Table S6.

### Metabolomic analysis from 28- and 35-day-old plants

Root tissue was manually ground, and 70 mg of pulverized tissue was used for the extraction with 0.7 ml 80% methanol (v/v) containing 6×10^−3^ mg ml^−1^ ribitol (Sigma-Aldrich, St Louis, MO, USA) as internal standard. The mixture was shaken using a tissue-lyser (Tissuelyzer II, Qiagen) for 5 min at 30 Hz and subsequently sonicated for 5 min. Samples were centrifuged at 7600 relative centrifugal force at 10 °C for 5 min, and the supernatant was collected and filtered through a 0.22 µm-pore filter. Metabolite analysis by LC-MS was carried out as described in Melkonian *et al.* (2021) with slight modifications. Five microliters of root extract was injected in a Nexera ultra-high performance liquid chromatography (UHPLC) system (Shimadzu, Den Bosch, The Netherlands) coupled to a high-resolution quadrupole time-of-flight mass spectrometer (Q-TOF; maXis 4G, Bruker Daltonics, Bruynvisweg 16/18). Compounds were separated on a C18 stationary phase column (1.7 µm particle size, 150×2.1 mm; Acquity UPLC CSH C18, Waters, EttenLeur, The Netherlands) preceded by a guard column (1.7 µm particle size, 5×2.1 mm; Acquity UPLC CSH C18, Waters), a flow rate of 0.3 ml min^−1^, and column temperature of 30 °C. Gradients of eluent A (0.1% v/v acetic acid in water) and eluent B (0.1% v/v acetic acid in 100% acetonitrile) were as follows: 0–1 min (5% B); 1–15 min (linear increase to 100% B); 15–18 min (100% B). Compound ionization was carried out by electrospray ionization operating in the negative mode using N_2_ as the ionization gas with the following settings: capillary voltage 3500 V; end plate offset 500 V; nebulizer gas pressure (N_2_) 1 bar; dry gas (N_2_) 8 l min^−1^; dry temperature 200 °C. Settings for MS analysis were: funnel radio frequency (RF) 200 voltage point to point (Vpp); multipole RF 200 Vpp; collision cell RF 200 Vpp; transfer time 40 µs; prepulse storage 5 µs. Internal mass calibration was performed automatically during every measurement by loop injection of 20 µl of a 2 mM sodium acetate solution in 1:1 v/v ultrapure water–isopropanol. Data acquisition was done using the Bruker Daltonics software suite Compass 2.7. Peak finding, peak integration and retention time correction were performed using the xcms R package version 1.38.0 (Smith *et al.*, 2006) after conversion of the original RAW files to an open-source format, ‘mzXML’, with the MSconvert tool from ProteoWizard version 3.0.5163 (Adusumilli and Mallick, 2017). The peak picking was performed using the ‘centwave’ method with the following parameters: Signal/Noise threshold=10, peakwidth=c (2, 24), mzdiff=0.001, prefilter=c (3, 100). The ‘obiwarp’ method was used for retention time adjustment. Finally, feature correspondence was achieved with the ‘density’ method using the following optimized parameters: bw=5.0 and mzwid=0.017. For pathway analysis, mzXML were imported into the xcms online web environment (Forsberg *et al.*, 2018) and analysed using the same parameters as described above. The sample BioSource was set to *Arabidopsis thaliana* var. Columbia for pathway annotation. Intensity values and abundance from 28- and 35-day-old plants can be found in Supplementary Tables S7–S9.

### Root system architecture quantification from 28- and 35-day-old plants

Sorghum plants were gently taken from the pots, and roots were cleaned from the sand and soil by washing in water. Crown roots were separated from the seminal roots and fresh weight was scored for them separately. Roots were then placed in a water tray and scanned at 800 dpi resolution with Epson Perfection V700 scanner. Next, roots were dried with a paper towel, placed in paper bags, dried for 48 h at 65 °C and weighed to determine their dry weight. Root scans were analysed with the DIRT (Digital Imaging of Root Traits) software v1.1 (Das *et al.*, 2015). We used DIRT’s area trait that counts the number of pixels representing the root in the image (Bucksch *et al.*, 2014) as a measurement for total root network area (to simplify we refer to it as total root length). Total network length (to simplify we refer to it as total root length) was computed by modifying the original code. As such, we count the number of pixels belonging to the medial axis of the network area after removing spurious medial branches whose medial circle radius at the tip is 2 pixels or smaller (Bucksch, 2014). Mean root network diameter was then calculated as the ratio of network area over network length. Values for each trait were transformed with natural logarithm transformation. A two-way ANOVA was used to determine the significance of the differences between genotype and genotype-by-time interactions with the following model: lm(trait~genotype×time) followed by a pairwise comparison with the formula: emmeans(model, specs=genotype×time, adjust=‘sidak’), with the emmeans v.1.5.2-1 R package.

### Root system architecture quantification from seedlings

Germinated seeds of approximately the same radicle length were transferred to 25 cm-long (big pouches for SQR and SRN39 comparisons) or 18 cm-long (medium pouches for SQR and all *lgs1* genotypes) germination pouches (PhytoAb Inc., cat. no. CYG-38LG/CYG-98LB) filled with 17 ml or 50 ml autoclaved water, for medium and big pouches, respectively. Pouches were placed in the greenhouse with a maintained temperature of 26 °C and daylight of approximately 15 h. Pouches were scanned daily from the second to the seventh day after germination, approximately 11 hours after the start of the light period. The root system architecture of SQR and SRN39 was quantified at each time point imaged, while for the other *lgs1* genotypes (Framida, Birhan, Gobiye), root system architecture was only quantified in 7-day-old seedlings. Main root angle, main root length, lateral root number, and the length of individual lateral roots were quantified by manual tracing with ImageJ. Lateral root density was calculated as the ratio of lateral root number to main root length; lateral root length as a sum of the lengths of individual lateral roots; average lateral root length as the ratio of lateral root length to the number of lateral roots; and total root size as a sum of main and lateral root lengths. Prior to statistical analysis, data were transformed (square root transformation for the number of lateral roots, natural logarithm transformation for all the other traits, while the main root angle values were not transformed). The differences between genotypes at each individual time point were assessed with ANOVA including individual plant as a random factor with a formula: lmer(trait~Genotime+(1|Rep), data=x, REML=TRUE), where ‘Genotime’ indicates the combination of genotype and a time point (lme4 v.1.1-21 R package) followed with custom contrast comparison for two genotypes per time point with the formula: emmeans(model, specs=~Genotime, adjust=‘sidak’), where ‘Genotime’ indicates the combination of genotype and a time point (emmeans v.1.5.2-1R package). Seven to ten seedlings were used per genotype as biological replicates.

### Exudate collection and strigolactone quantification

Seeds were surface sterilized by agitating in a solution containing 4% (v/v) sodium hypochlorite and 0.2% Tween-20 (v/v) for 30 min followed by three alternated washes with 70% ethanol (v/v) and sterile water. The disinfected seeds were thoroughly rinsed five times with sterile water and germinated on wet Whatman paper (grade 1) upon incubation at 28 °C for 48 hours in the dark. Germinated seeds with approximately the same radicle size were transferred to a 50 ml tube filled with washed river sand and perforated at the bottom to allow draining. The falcon tubes were covered with aluminum foil to prevent the roots from being exposed to light. The plants were grown for 14 days with a temperature of 28 °C during the day (11 hours) and 25 °C at night (13 hours), with 70% relative humidity and light intensity of 450 µmol m^−2^ s^−1^. Seedlings were watered with modified Hoagland solution with low phosphate content (0.05 mM KH_2_PO_4_, 10% of the standard Hoagland content) to induce strigolactone exudation. Root exudate was collected from six plants for each of the sorghum genotypes. Each tube was flushed with 5% ethanol (v/v) in water to collect 35 ml of the flow-through. Each exudate sample was purified using solid phase extraction (SPE) with C18 Discovery cartridges (bed wt 500 mg, volume 6 ml, Merck). Cartridges were activated using 5 ml acetone and washed with 5 ml distilled water. Twenty milliliters of sample was loaded on the cartridge, which was further washed with 5 ml distilled water. Finally, compounds were eluted using 3 ml acetone. The acetone was evaporated using a SpeedVac (Scanvac, Labgene) and residual water was removed using freeze drying (Heto Powerdry LL1500, Thermo Fisher Scientific). The sample was reconstituted in 150 µl 25% (v/v) acetonitrile and filtered using a micropore filter (0.22 µm, 0.75 ml, Thermo Fisher Scientific) prior to UHPLC–tandem mass spectrometry analysis as described in (Floková *et al*., 2020). Values for each compound abundances were transformed with natural logarithm transformation. One-way ANOVA was used to determine the significance of the differences between genotypes with the following model: lm(trait~genotype) followed by a Tukey *post hoc* test (adjusted *P*-value <0.05) with agricolae v.1.3-1 and multcompView v.0.1-8 R packages.

### Growth analysis

Germinated seeds with approximately the same radicle length were transferred to pots containing a custom potting mix (one part coarse sand, one part compost, one part peat and 2.24 kg m^−1^ dolomite lime) and placed in the greenhouse with a maintained temperature of 26 °C and day light of approximately 15 hours. For each individual plant, every second day, starting from day 4, the number of leaves was counted and plant height measured (from the soil to the bend of the oldest leaf). The time to reach vegetative growth stages as defined in Vanderlip and Reeves (1972) was scored. At the boot stage of each individual plant, when the boot length was approximately 20 cm, the shoot tissue was harvested and separated into leaves and stalk, roots were excavated from the soil and washed, and the fresh weight of each tissue was quantified. The tissue was then dried at 60 °C for 7 days and its dry weight measured. Ten plants with each plant as a biological replicate were tested for each genotype.

### Statistics for growth analyses

The time required to reach individual growth stages was statistically assessed with a Wilcoxon test. Differences in biomass between genotypes were assessed using a Welch *t*-test. The increase in height of each plant was calculated as the slope of a linear curve fitted with a sliding window of 30 cm. The differences between genotypes in height or in the increase in height was assessed with a Welch *t*-test. The differences between genotypes in height per individual emerged leaf were assessed with ANOVA including individual plant as a random factor with formula: lmer(height~Genoleaf+(1|Pot), data=x, REML=TRUE), where ‘Genoleaf’ indicates genotype and leaf number combination (lme4 v.1.1-21 R package) followed with a custom contrast comparison for two genotypes for individual leaf number with formula: emmeans(model, specs=~Genoleaf, adjust=‘sidak’), where ‘Genoleaf’ indicates genotype and leaf number combination (emmeans v.1.5.2-1 R package). Phenotyping data can be found in Supplementary Dataset S1.

## Results

### SRN39 has altered expression of genes involved in metabolism and stress responses relative to Shanqui Red

Shanqui Red (SQR) and SRN39 are sorghum varieties commonly used as Striga-susceptible and -resistant models, respectively. Their potential differences in whole plant strigolactone composition as well as extensive genetic divergence suggest that additional differences in SRN39 growth and development should be characterized and considered in the interpretation of experiments using SRN39 and SQR as controls.

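Roots of SQR and SRN39 were profiled at 28 and 35 d with 3′ mRNA-Seq libraries, in which each read comes from near the 3′ end of a transcript. The authors deposited the number of reads counted on each gene after mapping to the BTx623 reference genome, with technical replicates pooled and without normalization. Of its columns, 15 libraries were used, with 4 biological replicates in each group except SQR at 35 d, which has 3. A further column named as replicate 4 of SQR at 35 d matches no sample description and was not used. Total counts per library lay between 6369710 and 17304929. Their medians were 10483081.5 (SQR, 28 d), 11727069 (SQR, 35 d), 11171876 (SRN39, 28 d) and 11835740.5 (SRN39, 35 d). The filter of the paper's methods, more than 1 CPM in at least 3 libraries, kept 18473 genes. Library sizes were scaled with edgeR's TMM method and CPM were computed on the scaled sizes. One model of the 4 groups was fitted with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 were called. It gave the difference between genotypes (SRN39 minus SQR) at each age, the difference between ages (35 d minus 28 d) in each genotype, and the genotype-by-age interaction, which is the age difference in SRN39 minus that in SQR. In simulated counts with 200 genes changed by a log2 fold change of 1.5, this test called 64.5% of them between genotypes at 28 d and 63% at 35 d, 66.5% between ages in SQR, 67.5% in SRN39, and 23% for the interaction. Between 4.32% and 9.8% of the calls were false. The simulation gave each gene the same spread in all groups. In the real libraries SQR at 35 d varied more, with a mean variance of log2 CPM of 0.391 against 0.16 to 0.222 in the other groups. The similar shares for age in SQR and SRN39 therefore do not show that the real test had equal power in both.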

To gain insight into biological processes that may differ between these genotypes, we profiled the transcriptomes of 28- and 35-day-old plants, the approximate age used for sorghum strigolactone profiling (Gobena *et al.*, 2017; Mohemed *et al.*, 2018). As anticipated, given the extensive genotypic differences between these varieties (Gobena *et al.*, 2017), multidimensional scaling revealed a clear separation of transcriptional landscapes between the two genotypes, as well as an effect of plant age (Fig. 1A). 

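Over the 18473 genes, genotype accounted for 43.9% of the variation of log2 CPM between libraries, age for 15.8% and their interaction for 7.68%, and 32.7% lay between replicates. Permuting genotype within age gave p = 0.000408, the smallest p that the relabelings allow (one-sided permutation test). Permuting age within genotype gave p = 0.00122 for age and, after the additive effects were removed, p = 0.000408 for the interaction (one-sided permutation tests). The shares moved most when only the 500 most variable genes were used, to 79% for genotype, 4.84% for age and 4.06% for the interaction. In multidimensional scaling of the 500 leading genes, the first dimension held 49.9% of the variance and the second 11.6%. On the first dimension the SQR libraries lay between -2.06 and -1.81 and the SRN39 libraries between 1.43 and 1.85. On the second, the 28-day libraries lay between -1.23 and -0.1 and the 35-day libraries between 0.24 and 1.31.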

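The size of the age effect was measured as the squared distance between the mean log2 CPM profiles at 28 and 35 d, less the part that the spread between replicates gives. It was 9272 in SRN39 (n = 4 and 4) and 3383 in SQR (n = 4 and 3), a ratio of 2.74. Before this correction the distances were 10940 and 6816, a ratio of 1.6, and the replicate spread gave 1667 of the first and 3432 of the second. The test fixed for this comparison used the uncorrected ratio of 1.6: permuting genotype within each age, after each genotype was centered, gave p = 0.278 (two-sided permutation test), so that ratio was not larger than the spread between libraries can give. With the 500 most variable genes alone the corrected ratio was 0.765. By edgeR, 5704 genes were called between ages in SRN39 (2898 higher and 2806 lower at 35 d) and 480 in SQR (198 higher and 282 lower). The SQR count depended on single libraries: it was 62 without the fourth replicate at 28 d and 2073 without the third replicate at 35 d, and leaving out 1 library changed it by more than 1.5 times in 12 of 15 cases. The SRN39 count stayed between 4055 and 6690. Of the genes called in SRN39, 4110 (72.1%) had the same sign of change in SQR, with a median absolute log2 fold change of 0.994 in SRN39 and 0.351 in SQR over the genes called. Of those called in SQR, 319 (66.5%) had the same sign in SRN39, with medians of 0.498 in SRN39 and 1.3 in SQR, so each set had the larger change in the genotype it was selected in. Along the age difference measured in SRN39, SQR libraries averaged -0.134 ± 0.128 (SD, n = 4) at 28 d and 0.133 ± 0.183 (SD, n = 3) at 35 d (two-sided exact permutation test, p = 0.0857). Along the age difference measured in SQR, SRN39 libraries averaged -0.214 ± 0.162 (SD, n = 4) at 28 d and 0.214 ± 0.087 (SD, n = 4) at 35 d (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow).

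**Figure D1:**
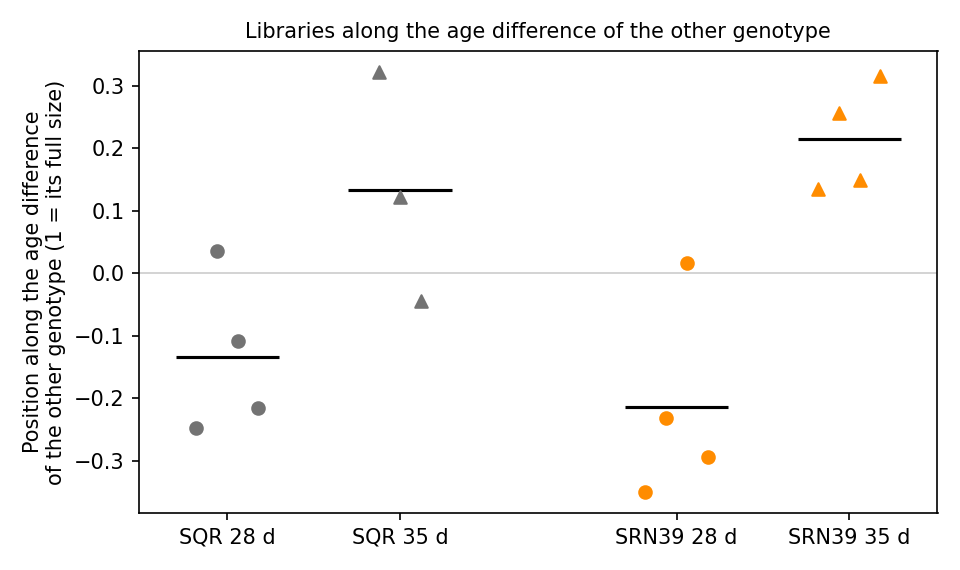
Position of each library along the age difference of the other genotype, in units of that difference, with SQR libraries on the left and SRN39 libraries on the right (circles, 28 d; triangles, 35 d; lines, group means). SQR replicate 3 at 35 d lies at -0.044, below SQR replicate 2 at 28 d at 0.036.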

Plant age influences the transcriptome of SRN39 roots to a greater extent than for SQR (Fig. 1A). We confirmed higher expression of several sorghum strigolactone biosynthetic genes in SRN39 compared with SQR (Supplementary Fig. S1), as previously observed by Bellis *et al.* (2020). 

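Every SQR library had between 233 and 1012 counts of LGS1 (Sobic.005G213600) and every SRN39 library between 5 and 24. Its level was 52.3 ± 20.5 CPM in SQR and 1.13 ± 0.487 CPM in SRN39 at 28 d (SD, n = 4 each), and 25.9 ± 11.8 (SD, n = 3) and 1.37 ± 0.333 (SD, n = 4) at 35 d. The log2 fold change was -5.53 (standard error 0.39, adjusted p = 1.4e-08) at 28 d and -4.24 (standard error 0.38, adjusted p = 2.6e-07) at 35 d by edgeR. Over both ages the SRN39 level was 3.05% of the SQR level. The tested gene adjacent on each side was at 3.43% and 2.27%, while the next gene beyond each of these was at 1680%, from 0.113 to 1.89 CPM, and 159%. The loss was not limited to these, since the gene 4 places away on each side was at 6.16% and 6.27%, with adjusted p at 28 d of 1.2e-06 and 9e-06 from edgeR. Of the 7 strigolactone genes in Supplementary Fig. S1, 3 were called higher and 2 lower in SRN39 at 28 d over all genes tested, and 4 and 2 adjusted over the list alone. CCD8 (Sobic.003G293600) was at 4.52 ± 1.15 CPM in SQR and 15.4 ± 9.59 in SRN39 at 28 d, a log2 fold change of 1.78 (standard error 0.39, adjusted p = 0.003), and 2.35 (standard error 0.42, adjusted p = 4e-04) at 35 d. The NSP1 gene Sobic.001G341400 rose by 1.43 (standard error 0.28, adjusted p = 0.0012) and 2.83 (standard error 0.32, adjusted p = 3.6e-06) on the log2 scale, and LBO (Sobic.003G418000) by 0.94 (standard error 0.21, adjusted p = 0.0033) and 0.71 (standard error 0.23, adjusted p = 0.021). The LBO call at 35 d was lost without SQR replicate 3 or SRN39 replicate 1 of that age. The other NSP1 gene, Sobic.002G372100, was called at 35 d only (log2 fold change 1.28, adjusted p = 0.0015; at 28 d 0.65, adjusted p = 0.081), and DESeq2 called it at 28 d too (adjusted p over the alternatives 0.048 to 0.17). SMXL3 (Sobic.008G042800), at 2.23 ± 0.885 CPM in SQR at 28 d, fell by 1.35 and 1.69 on the log2 scale (adjusted p = 0.037 and 0.0087). Its 28-day call was lost in 6 of the 15 fits that left out 1 library, and with replicate number as a block. After all libraries were thinned to the smallest total, its calls at both ages were lost. The 35-day call was also lost without SQR replicate 3 of that age. CCD7 (Sobic.006G170300), near 1 CPM in every group, was not called at either age (adjusted p = 0.83 and 0.76).

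**Figure D2:**
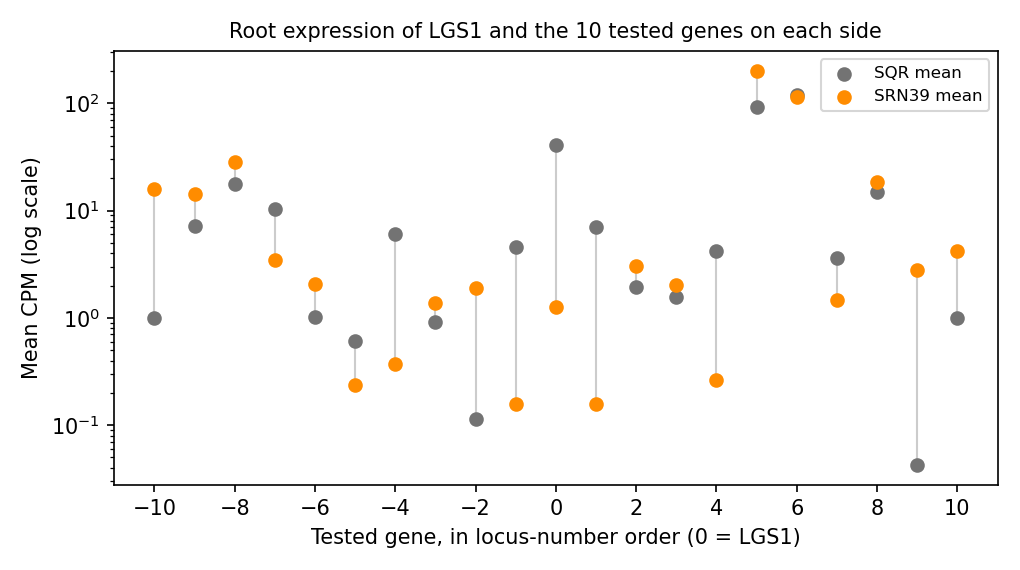
Mean CPM (log scale) of LGS1 and the 10 tested genes on each side in locus-number order, in SQR (gray, n = 7) and SRN39 (orange, n = 8), with a line joining the 2 means of a gene. LGS1 at position 0 is at 41 CPM in SQR and 1.25 CPM in SRN39.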

Given the clear role of sorghum genotype and developmental age (time) in transcriptome variation, we used an ANOVA to identify genes whose expression differs depending on these factors (genotype, time and a genotype-by-time interaction; Supplementary Tables S2–S4). 

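By edgeR, 3213 of 18473 genes differed between genotypes at 28 d (1598 higher and 1615 lower in SRN39) and 6583 at 35 d (3005 higher and 3578 lower). The genotype-by-age interaction was called for 1355 genes, with a more positive age effect in SRN39 for 679 and a more negative one for 676. Limma-voom with quantile normalization, the method of the paper, gave 3113, 6729 and 1286 genes, of which 2899, 6122 and 1133 were called by both tools. Averaging the genotype difference over both ages moved the first count most, to 6820. In the part of Supplementary Table S2 held here, 412 genes could be compared with these fits. Its log2 fold changes had a Pearson r across genes of 0.9998 with the limma-voom difference at 28 d, 0.8384 with that at 35 d and 0.9591 with the average of both (genes are not independent replicates). The median absolute difference from the 28-day values was 0.0055 on the log2 scale, so the genotype term of the table is the difference at 28 d. At both ages 2148 genes were called for genotype, 2075 of them in the same direction (1117 higher and 958 lower in SRN39). The largest 28-day changes among genes with at least 10 CPM in one genotype included Sobic.002G059600, at 7.84 (standard error 0.83, adjusted p = 2.2e-06), and Sobic.005G221800, at -6.53 (standard error 0.51, adjusted p = 5.4e-08), which the sources used here do not pair with names. Sobic.001G208500, whose best Arabidopsis match in Table S2 is a beta-tonoplast intrinsic protein, changed by -6.27 (standard error 0.62, adjusted p = 8.3e-07).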

First, we identified genes whose expression was affected by the sorghum genotype, by time and in a time by genotype interaction (FDR threshold 0.05; Supplementary Table S2–S4). 

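Of the genes called for genotype at 28 d or for the interaction, 4205 in all, the 75% with the largest variance (3154 genes) were clustered on scaled group means of log2 CPM, with Euclidean distance and complete linkage, into 6 clusters. The paper's text does not name the linkage, so the default of the function it names was used. Each cluster was set against the patterns that the text gives for clusters 1 to 5, and it was matched where its correlation with the nearest pattern was at least 0.9. This limit was chosen after the clusters were seen, in place of a forced assignment that was tried first. Clusters of 1170, 1000 and 290 genes matched the patterns of clusters 5, 4 and 1, and clusters of 547, 90 and 57 genes matched none.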

To further characterize these DEGs and their functions, we performed hierarchical clustering of genes affected by genotype itself or by a genotype-by-time interaction, resulting in identification of six co-expressed gene groups.

**Fig. 1.**
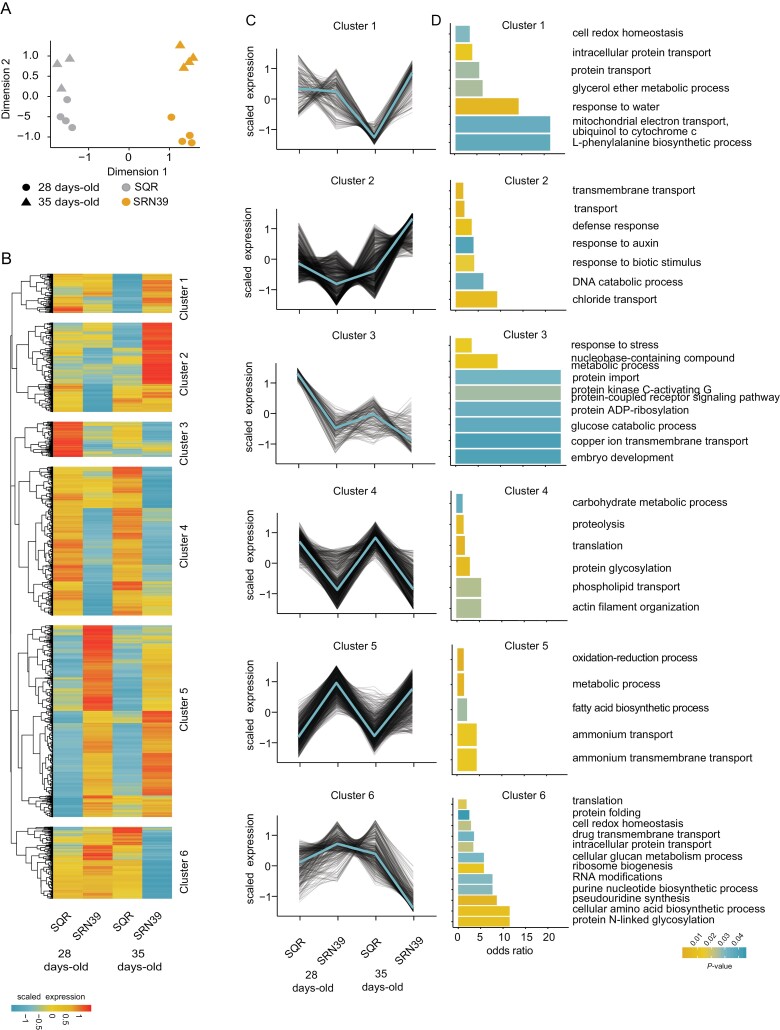
Transcriptome profiles of roots of Shanqui Red (SQR) and SRN39. (A) Multidimensional scaling plot of samples based on their transcript abundances (log_2_ counts per million, CPM). Gray, SQR; orange, SRN39; circles, 28 d old; triangles, 35 d old. (B, C) Six clusters of genes affected by a genotype in a time-dependent and -independent manner (B) and corresponding expression patterns (C). Values presented are log_2_CPM scaled to the mean expression across all samples. (D) Biological processes enriched in each cluster. The color of the bar indicates the *P*-value of the enrichment (at *P*<0.05 threshold). Root transcriptomes of four biological replicates were sequenced per genotype at each time point.

Genes in clusters 4 and 5 had similar expression at both time points in each genotype, but different respective expression between genotypes. 

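The cluster of 1000 genes had scaled means of 0.75 and 0.73 in SQR and -0.99 and -0.48 in SRN39 at 28 and 35 d, and that of 1170 genes had -0.83 and -0.78 in SQR and 0.79 and 0.81 in SRN39. Their correlations with the text's patterns were 0.97 and 1. Some of these genes did change with age by edgeR: 84 in SQR and 229 in SRN39 in the first cluster, and 12 and 376 in the second. Without SQR replicate 1 at 35 d no cluster reached the match for the pattern of cluster 4, and the pattern of cluster 5 was matched in all 15 fits that left out 1 library, by 814 to 1417 genes.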

In cluster 4, genes were expressed at lower levels in SRN39 relative to SQR while genes in cluster 5 had a higher magnitude of expression in SRN39 relative to SQR. 

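In the cluster of 1000 genes, 993 were called lower in SRN39 at 28 d and 668 at 35 d, with median log2 fold changes of -2.12 and -1.49 (edgeR). In the cluster of 1170 genes, 1150 were called higher in SRN39 at 28 d and 990 at 35 d, with medians of 1.77 and 1.82. The interaction was called for 118 genes of the first and 76 of the second.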

Gene ontology enrichment (*P*<0.05 and odds ratio >1) suggests that these genes are associated with metabolism. For instance, in cluster 4, where expression is higher in SQR than SRN39, genes are associated with ‘carbohydrate metabolic process’ and ‘phospholipid transport’. 

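The 413 genes of Supplementary Table S2 held here include 8 with the ontology term ‘carbohydrate metabolic process’, named by their best Arabidopsis or rice match. They come from genes that the paper had called for genotype and were chosen after their values were seen, so their direction was selected and no test of the set was made. All 8 were called lower in SRN39 at 28 d, with log2 fold changes from -2.49 to -0.69. With 1 library left out in turn, the call was kept in 9 of 15 fits for Sobic.001G261600, 10 for Sobic.001G357900, 11 for Sobic.001G384600 and 12 for Sobic.001G123300, and in all 15 for the other 4. Thinning lost the calls of Sobic.001G357900 and Sobic.001G384600, and a replicate block that of Sobic.001G384600. Of these, 5 were in the cluster matched to the pattern of cluster 4, 2 in the unmatched cluster of 547 genes, and 1 was not clustered. The largest change was that of Sobic.001G179400 (xyloglucan endotransglucosylase/hydrolase 9), in the unmatched cluster, at 13.1 ± 2.37 CPM in SQR and 2.31 ± 0.505 in SRN39 (SD, n = 4 each; standard error 0.31, adjusted p = 1.6e-05 from edgeR). At 35 d the neighbouring beta-glucosidase genes differed: Sobic.001G123201 stayed lower (log2 fold change -1.84, adjusted p = 0.00026) and Sobic.001G123300 did not differ (0.11, adjusted p = 0.81).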

In cluster 5, genes are associated with the ontologies ‘metabolic process’, ‘fatty acid biosynthetic process’, and ‘ammonium transport’ (Fig. 1C, D). In contrast, expression of genes in cluster 3 decreased over time in both genotypes. 

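The held part of Table S2 has 1 gene with the term ‘fatty acid biosynthetic process’ that rose, Sobic.001G453200, whose best Arabidopsis match is 3-ketoacyl-CoA synthase 6. It was at 41 ± 9.3 CPM in SQR and 86 ± 15 CPM in SRN39 at 28 d (SD, n = 4 each), a log2 fold change of 1.07 (standard error 0.19, adjusted p = 0.00055 from edgeR), and the difference at 35 d was 0.59 (standard error 0.2, adjusted p = 0.033). The 35-day call was lost when library totals alone were used for scaling, and without SQR replicate 1 or 3 or SRN39 replicate 1 or 4 of that age. It lay outside the 75% of genes with the largest variance and so entered no cluster here. From the ontologies of clusters 4 and 5, the paper proposes that the genes that differ between the genotypes are associated with metabolism, and it then turns to the root metabolomes.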

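In both genotypes 57 genes were called lower and 45 genes higher at 35 d (edgeR). No cluster reached the correlation of 0.9 with such a fall as coded here, with equal levels and equal falls in both genotypes. This held with all linkages and libraries tried, though the means of 2 unmatched clusters fell in both genotypes. Only genes called for a genotype difference or for the interaction were clustered, which works against a match to equal levels and falls. The lack of a match is therefore no evidence against the cluster that the paper describes. The nearest to the pattern, 90 genes with a correlation of 0.72, fell from 1.3 to -0.85 in SRN39 on the scaled means and from -0.16 to -0.3 in SQR. All 90 were lower at 35 d in SRN39, 46 were lower in SQR, and 1 was called lower in both. The cluster of 547 genes fell from 0.06 to -1.28 in SRN39 and from 0.67 to 0.54 in SQR, with 544 genes lower at 35 d in SRN39, 338 in SQR, and 10 called lower in both.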

Processes enriched within cluster 3 included ‘response to stress’, ‘glucose catabolic process’, and ‘copper ion transmembrane transport’ (Fig. 1C, D).

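A gene of the held part of Table S2 with the term ‘glucose catabolic process’, Sobic.001G384100, has a phosphoglycerate mutase as its best Arabidopsis match and was chosen after its values were seen. In SQR it fell from 63.9 ± 44.3 CPM (SD, n = 4, range 17.8 to 123) at 28 d to 5.5 ± 1.58 (SD, n = 3) at 35 d, a log2 fold change of -3.54 (standard error 0.61, adjusted p = 0.01 from edgeR). In SRN39 it was at 9.69 ± 5.82 and 7.57 ± 3.91 CPM (SD, n = 4 each), a change of -0.35 (standard error 0.51, adjusted p = 0.63), and the interaction was 3.19 (standard error 0.76, adjusted p = 0.02). It fell in the cluster matched to the pattern of cluster 4.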

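Among the genes called for the interaction by edgeR, 1087 were called between ages in SRN39, 168 in SQR, 36 in both and 136 in neither. At 35 d only, 416 were called higher and 536 lower in SRN39. Both genotype differences were called, with opposite signs, for 49 genes that were lower in SRN39 at 28 d and higher at 35 d and for 24 that went the other way. The count of interaction calls fell to 836 without SQR replicate 4 at 28 d.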

Genes with a more complex genotype-by-time interaction effect were found in clusters 1, 2, and 6. 

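The cluster matched to a rise in SRN39 at 35 d held 290 genes, with scaled means of -0.08 and -0.63 in SQR and -0.46 and 1.17 in SRN39 at 28 and 35 d. Of these, 259 were called higher in SRN39 at 35 d (edgeR). At 28 d 59 were called lower and 29 higher. With genes called by limma-voom the matching cluster held 436 genes, and in 8 of the 15 fits that left out 1 library no cluster matched this pattern.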

Genes from cluster 1, associated with ‘response to water’ and ‘L-phenylalanine biosynthesis process’ were more highly expressed in SRN39 at the later time point only (Fig. 1C, D). Genes with lower expression in SRN39 in 28-day-old plants but higher expression in 35-day-old plants (cluster 2) were enriched in ‘defense response’ and ‘response to auxin’. 

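No cluster of the 6 matched this pattern as coded here, with a fall in SQR as large as the rise in SRN39. The mean of the cluster of 290 genes, matched to cluster 1, was lower in SRN39 at 28 d (-0.46 against -0.08). At 35 d it was higher (1.17 against -0.63). Of the genes with both differences called in these directions, 1 was in the cluster of 1000 genes and 35 in that of 290. The held part of Table S2 has 7 neighbouring genes with the term ‘defense response’, Sobic.001G400700 to Sobic.001G401300. Their best Arabidopsis matches are PYR1-like genes, and they share a best rice match, a putative pathogenesis-related Bet v I family protein. They were chosen after their values were seen. At 28 d, 5 were called lower and 2 higher in SRN39 by edgeR. Sobic.001G401000 rose from 18.8 ± 10.3 to 644 ± 69.6 CPM (SD, n = 4 each; log2 fold change 5.11, standard error 0.31, adjusted p = 2.1e-09), and Sobic.001G400900 by 4.2 (standard error 0.34, adjusted p = 6.5e-08). At 35 d these 2 were still higher, by 6.96 and 6.92 (adjusted p = 9.5e-10 and 1.3e-09), and none of the other 5 was higher. How alike their sequences are was not tested, and the counting could have moved or lost reads between neighbours of one family, so each value is uncertain. The sum over the 7 genes was 3050 ± 943 CPM in SQR and 1520 ± 180 CPM in SRN39 at 28 d (two-sided exact permutation test, p = 0.0286, n = 4 each), and 6130 ± 3280 (SD, n = 3) and 4260 ± 798 (SD, n = 4) at 35 d (exact permutation p = 0.457).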

Upon further inspection of the genes associated with these clusters, we found several genes related to auxin synthesis and transport: *Sobic.007G191400*, *Sobic.002G259100*, and *Sobic.004G156300* with homology to rice *OsSAUR50* (*SMALL AUXIN UP RNA 50*), *OsSAUR72*, and *OsSAUR72-like*, respectively (Supplementary Table S5) which could be linked to changes in plant growth and development. 

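Sobic.007G191400 was at 17.4 ± 2.16 CPM in SQR and 9.63 ± 1.21 CPM in SRN39 at 28 d (SD, n = 4 each), a log2 fold change of -0.85 (standard error 0.18, adjusted p = 0.0027 from edgeR), and at 20.9 ± 4.85 (SD, n = 3) and 21.2 ± 2.8 (SD, n = 4) at 35 d, with no difference (0.02, adjusted p = 0.94). Its interaction was 0.87 (standard error 0.26, adjusted p = 0.053), and DESeq2 called it (adjusted p 0.026, with 0.026 to 0.11 over the alternatives). Sobic.002G259100 did not differ at 28 d (log2 fold change -0.08, adjusted p = 0.84) and was higher in SRN39 at 35 d, at 533 ± 60.7 against 229 ± 41.8 CPM (1.22, standard error 0.22, adjusted p = 0.00043), with an interaction of 1.3 (standard error 0.29, adjusted p = 0.015). Sobic.004G156300 followed the same course, with 226 ± 45.3 CPM in SRN39 and 102 ± 41.8 in SQR at 35 d (1.14, standard error 0.25, adjusted p = 0.0021) and an interaction of 1.18 (standard error 0.34, adjusted p = 0.042). That interaction call was kept in 3 of the 15 fits that left out 1 library and lost with replicate number as a block. The interaction call of Sobic.002G259100 was kept in all 15. Between ages, SRN39 rose for all 3 genes, by 1.14, 0.63 and 0.82 on the log2 scale, and edgeR called none in SQR. DESeq2 called Sobic.002G259100 lower at 35 d in SQR (adjusted p 0.036, with 0.036 to 0.23 over the alternatives), and edgeR called 1 of the 3 lower there when adjusted over the list alone.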

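The abscisic acid genes Sobic.003G354000 and Sobic.002G172000 were read in all libraries at low levels. The first was at 6.35 ± 1.99 CPM in SQR and 3.24 ± 1.22 in SRN39 at 28 d (SD, n = 4 each), and at 5.74 ± 0.77 (SD, n = 3) and 8.92 ± 1.15 (SD, n = 4) at 35 d. Its interaction was 1.62 (standard error 0.38, adjusted p = 0.018 from edgeR), and the call was lost after all libraries were thinned to the smallest total (adjusted p 0.07, with 0.0018 to 0.07 over the alternatives). The second was at 3.34 ± 1.2 CPM in SQR and 2.13 ± 0.864 in SRN39 at 28 d, and at 1.63 ± 0.596 and 8.04 ± 2.18 at 35 d, with an interaction of 2.96 (standard error 0.49, adjusted p = 0.0034) that stayed between 2.65 and 3.29 with each library left out. The age effect in SRN39 was 1.45 (adjusted p = 0.00089) for the first and 1.91 (adjusted p = 0.00061) for the second, and neither was called in SQR over all genes tested, while Sobic.002G172000 was called lower at 35 d there when adjusted over the list alone. Both genes were in the cluster of 290 genes whose mean rose in SRN39 at 35 d.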

Genes involved in abscisic acid signaling, *Sobic.003G354000* and *Sobic.002G172000*, both with homology to Arabidopsis *HAI3* (*HIGHLY ABA-INDUCED PP2C PROTEIN*, *At2g29380*, Supplementary Table S5) were found among those influenced by a complex genotype-by-time interaction (Fig. 1C, D). SRN39 is grown predominantly in Sudan, often in non-irrigated fields. Thus, future research should focus on assessment of SRN39 responses to ABA in relation to drought responses, with consideration of plant age in this regulation.

### SRN39 has altered gibberellin and fatty acid biosynthesis relative to Shanqui Red

The perturbations in expression of metabolism-related genes that we observed in SRN39 roots prompted us to profile the root metabolomes of SQR and SRN39 grown in the same set-up as for the transcriptome analysis. Similar to the transcriptome landscapes (Fig. 1A), the metabolite profiles of 28- and 35-day-old root of SQR and SRQ39 were clearly separated and plant age had a more profound effect on metabolites of SRN39 than SQR (Fig. 2A). The metabolic features differentially accumulated between genotypes at both plant ages assessed were enriched with gibberellin biosynthesis (Fig. 2B, C). Several metabolic features predicted to be gibberellin precursors (ent-kaur-16-en-19-oate, ent-7α-hydroxykaur-16-en-19-oate, gibberellin A12-aldehyde, and gibberellin A12) had a higher abundance in roots of SRN39 than in SQR (Fig. 2D–H).

**Fig. 2.**
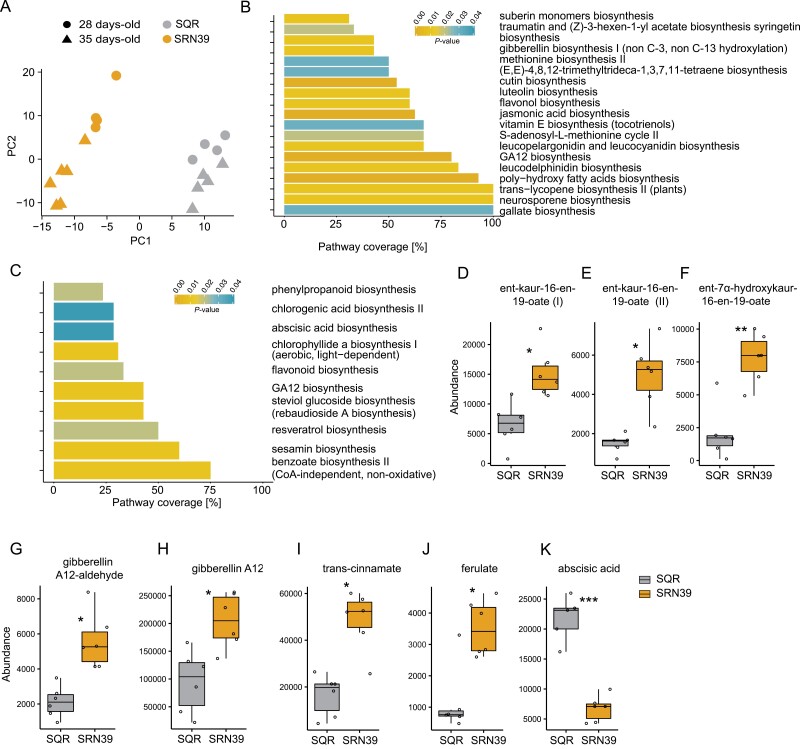
Metabolome profiles of roots of Shanqui Red (SQR) and SRN39. (A) Principal component analysis of samples based on their metabolite abundance. Gray, SQR; orange, SRN39; circles, 28 d old; triangles, 35 d old. (B, C) Pathway enrichment analysis of metabolites differentially accumulated between genotypes at 28-day-old (B) and 35-day-old (C) stage. The color of the bar indicates the adjusted *P*-value of the enrichment (at the 0.05 threshold), while the *x*-axis indicates the proportion of the metabolites in each pathway that were found to be differentially accumulated in SRN39 as compared with SQR. (E–K) Abundance of gibberellin biosynthesis intermediates: metabolic features predicted to be ent-kaur-16-en-19-oate (D, E), ent-7α-hydroxykaur-16-en-19-oate (F), gibberellin A12-aldehyde (G), and gibberellin A12 (H); suberin intermediates: *trans*-cinnamate (I) and ferulate (J); and abscisic acid (K). Data in (D–J) present metabolite levels in roots of 28-day-old plants, those in (K) of 35-day-old plants. The boxplots denote data spanning from the 25th to the 75th percentile and are centered on the data median. Circles represent individual values. Asterisks denote a significant adjusted *P*-value for differences between genotypes by Student’s *t*-test. *P< 0.05, **P<0.01, ***P<0.001 (*n*=6).

While we observed enrichment of genes associated with fatty acid biosynthesis to be more highly expressed in roots of SRN39 than SQR in both 28- and 35-day-old plants, metabolites involved in poly-hydroxy fatty acid biosynthesis and suberin monomer biosynthesis were perturbed only in 28-day-old roots. We observed higher levels of metabolic features predicted to be ferulate and *trans*-cinnamate in roots of SRN39 as compared with SQR (Fig. 2I, J). Ferulate and other phenylpropanoids are components of aliphatic suberin. In the roots of 35-day-old plants, a lower abundance of abscisic acid (Fig. 2K) complements observations of differential transcript accumulation of genes associated with ABA signaling. Collectively, our transcriptome and metabolome analysis demonstrate differences in hormonal balance between SQR and SRN39.

Differences in levels of gibberellin precursors and identification of complex gene expression interactions between 28- and 35-day-old SQR and SRN39 plants led to the hypothesis that complex differences in their plant growth may also be observed. Observation of the plants we sampled for transcriptome analysis suggest that such differences may occur. While most of the 28-day-old SQR and SR39 had five leaves, almost half of the 35-day-old SRN39 plant progressed to the six-leaf stage, and two-thirds of SQR plants remained in the five-leaf stage (Supplementary Fig. S2B). The SRN39 plants were shorter than SQR at both plant ages assessed (Supplementary Fig. S2A).

### SRN39 root system architecture is distinct from Shanqui Red

Given the extensive genotype-by-time interactions in root gene expression between these genotypes, we asked whether this results in different root system architectures between these genotypes. We compared the total root system length and area, mean root network diameter and dry weight of 28- and 35-day-old plants grown in the same experimental set-up as used for transcriptome and metabolite profiling. Since strigolactones also play a role in the growth of shoot-borne roots (Kohlen *et al.*, 2012; Rasmussen *et al.*, 2012), we also quantified the above-mentioned traits separately for crown roots (shoot-borne roots) and seminal roots (roots of embryonic origin). The mean root network diameter of 28-day-old SRN39 plants was smaller than that of SQR plants of the same age, whereas in the case of 35-day-old plants, SQR displayed a higher mean root network diameter (Supplementary Fig. S2F). No significant differences were observed in the length and area of seminal roots, crown roots, and total root system (Supplementary Fig. S2C–N). These subtle time-dependent differences in root system architecture resemble the differences in gene expression observed between SRN39 and SQR occurring between the 28th and 35th day of growth (Supplementary Fig. S2B; Fig. 1A–C). The dry weight of seminal roots, but not crown roots or total root system size, was lower in the case of SRN39 than in SQR, independent of plant age (Supplementary Fig. S2C, G, K)

We further characterized changes in root system development in SRN39 and SQR seedlings from the second to seventh day after germination without nutrient supplementation. The SQR main root length was shorter than SRN39 from the very first days after germination and this difference increased over time (Fig. 3A). The main root of SQR deviated more from the gravity vector than the main root of SRN39 (Fig. 3B). While lateral root density was lower in SRN39 than in SQR from the fifth day after germination onwards (Fig. 3C), lateral root length was greater in SRN39 from the third day after germination (Fig. 3D). Although the increase in lateral root length was stable across multiple experiments, the magnitude of the difference in main root length was more variable (Figs 3A, D, 4A, B). Our observations suggest, therefore, that SRN39 has a longer and steeper main root, and longer lateral roots, compared with SQR at the seedling stage. Together this contributes to a greater total root system size of SRN39 as compared with SQR (Fig. 3E).

**Fig. 3.**
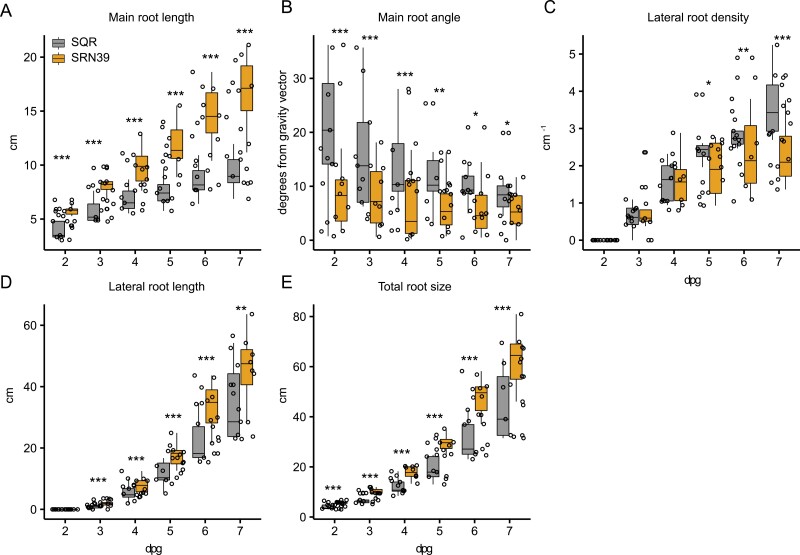
Root system architecture of Shanqui Red (SQR) and SRN39. In all cases the *x*-axis denotes days post-germination (dpg). (A–E) SRN39, orange; SQR, gray. (A) Main root length, (B) main root angle, (C) lateral root density, (D) lateral root length, (E) total root size. The boxplots denote data spanning the 25th to the 75th percentile and are centered on the data median. Circles represent individual values. Asterisks denote a significant *P*-value for each time point between genotypes by the least square method. *P< 0.05, **P<0.01, ***P<0.001 (*n*=10).

**Fig. 4.**
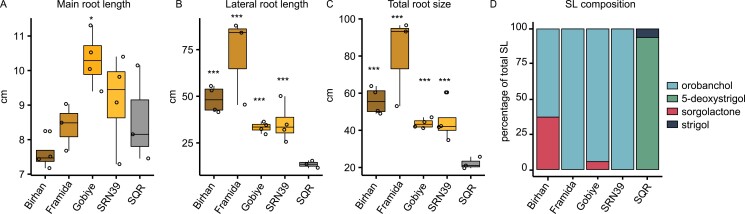
Root system architecture and root exudate strigolactone composition of Shanqui Red (SQR) and sorghum varieties with the *lgs1* mutation (Birham, Framida, Gobiye, and SRN39). (A) Main root length, (B) lateral root length, (C) total root size of 7-day-old seedlings. The boxplots denote data spanning the 25th to the 75th percentile and are centered on the data median. Circles represent individual values. Asterisks denote a significant *P*-value for each time point between genotypes by the least square method. *P< 0.05, ***P<0.001 (*n*=4). (D) Relative abundance (percentage of total strigolactones (SL) measured) of four strigolactones in root exudates of 14-day-old plants (*n*=6). The abundance of individual strigolactones is presented in Supplementary Fig. S5.

### Sorghum genotypes producing orobanchol have increased lateral root growth

To verify whether the observed increase in root system size of SRN39 could be associated with the *LGS1* polymorphisms, or other genetic differences between SQR and SRN39, we evaluated the root system architecture of three other sorghum varieties: Birhan, Framida, and Gobiye. These genotypes carry a deletion of the same genomic region as SRN39, which spans five genes, including *LGS1* (Gobena *et al.*, 2017). SRN39, Birhan, Framida, and Gobiye all have the rare *lgs1-1* allele (Bellis *et al.*, 2020). The increased main root length was only found in Gobiye (Fig. 4A). All *lgs1-1* mutant varieties had an increase in average lateral root length (Supplementary Fig. S4B), total lateral root length (Fig. 4B) and total root system length (Fig. 4C) relative to SQR. We also confirmed that, similar to SRN39, Birhan, Framida, and Gobiye varieties exuded orobanchol as a main strigolactone (Fig. 4D; Supplementary Fig. S5). We suggest that the deletion shared by these four genotypes may be associated with the promotion of lateral root growth, but whether it is the consequence of the *lgs1-1* mutation or other genetic components remains to be verified.

### SRN39 is developmentally delayed, but accumulates more biomass

To evaluate whether the observed differences between SRN39 and SQR root transcriptomes and system architecture are concomitant with distinct growth and development of the above-ground tissue, we quantified SRN39 and SQR vegetative growth in pots under standard greenhouse conditions over time. SRN39 plants were shorter than SQR, with the largest differences observed within the first 30 days of growth, after which the differences in plant height diminished, to increase again around day 70 (Fig. 5A). Most of the SRN39 plants did not reach the height of SQR at their respective boot stage (Fig. 5A). To determine whether the differences in height between SQR and SRN39 observed at the boot stage are caused by a decrease in growth specifically within early developmental stages we calculated the rate of height increase given individual plant height. SQR and SRN39 had a distinct growth rate for plants for heights up to 40 cm and for heights greater than 100 cm indicating that there are two phases of growth slow-down in SRN39 (Fig. 5B).

**Fig. 5.**
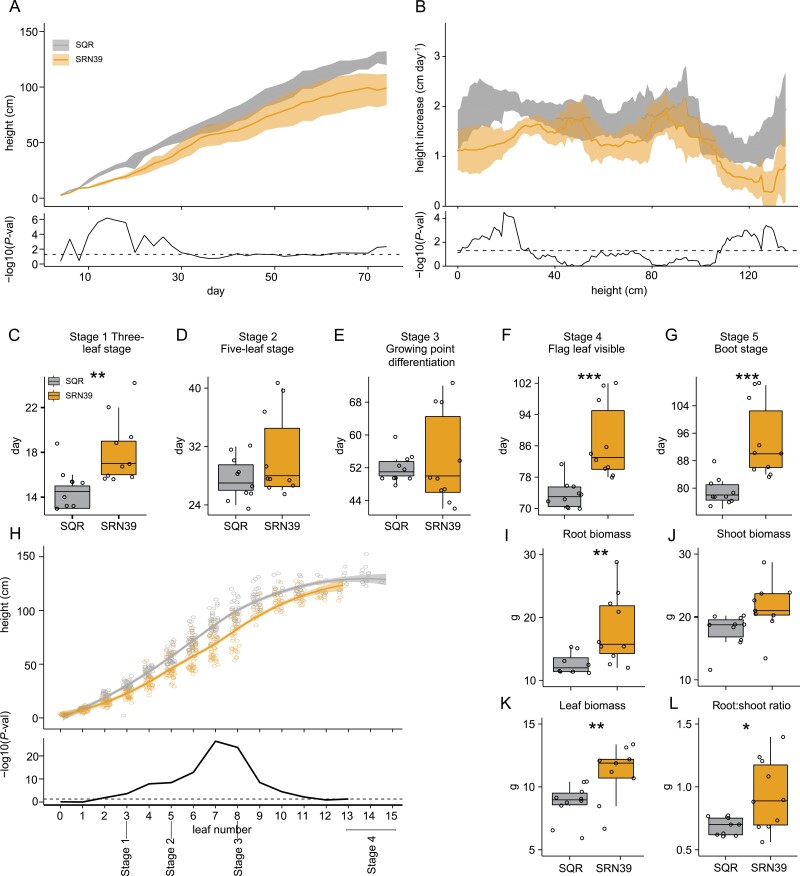
Vegetative growth of SRN39 and Shanqui Red (SQR). (A) Plant height from day 4 to 74. (B) Increase in plant height per plant height calculated with a sliding window of 30 cm. Data presented include the mean (solid line) and the 95% confidence interval (shaded). The bottom panel denotes the −log_10_(*P*-value) at each time point (Welch’s *t*-test). The dashed line indicates a *P*-value of 0.05. (C–G) Time required to reach stage 1 (three-leaf stage), (C) stage 2 (five-leaf stage) (D), stage 3 (growing point differentiation) (E), stage 4 (flag leaf visible) (F), stage 5 (boot stage) (G). An asterisk denotes the *P*-value from a Wilcoxon test. (H) Plant height at individual leaf stages. The mean is represented by a solid line, while the 95% confidence interval is shaded. The bottom panel denotes the −log_10_(*P*-value) per leaf stage as a result of pairwise genotype comparisons using the least square method. (I–L) Dry weight of root (I), stalk (J), leaves (K), and ratio of root to shoot dry weight (L). Boxplots denote the span from the 25th to the 75th percentile and are centered to the data median. Circles represent individual values. Asterisk denotes *P*-value from Welch *t*-test. *P< 0.05, **P<0.01, ***P<0.001 (*n*=10).

We next compared the time required for each genotype to reach specific stages of sorghum vegetative growth (Vanderlip and Reeves, 1972). Differences between SRN39 and SQR were observed at stage 1 (three-leaf stage), stage 4 (flag leaf visible) and stage 5 (boot stage). No differences were observed between SQR and SRN39 in the time required to reach stage 2 (five-leaf stage) and stage 3 (growing point differentiation) (Fig. 5C–G).

To verify whether the growth slow-down and developmental delay are coupled in SRN39, we compared the height of SRN39 and SQR relative to the emergence of each leaf. The differences in plant height between SRN39 and SQR were most prominent in the five-leaf stage (stage 2) and stage 3 (Fig. 5H). Given that there is no difference in the time to reach stage 2 and stage 3 between SQR and SRN39, a developmental delay cannot explain these final differences in plant height (Fig. 5D, E, H). Over the entire vegetative growth period monitored, most SRN39 plants developed a maximum of 13 leaves, while most SQR developed a maximum of 15 leaves (Fig. 5H). These collective data suggest that SRN39 is developmentally delayed at stage 1 only, while the later differences in growth between SRN39 and SQR are not due to a developmental delay.

We further assessed the biomass of the below- and above-ground (leaves and stalk) tissue in SRN39 and SQR. Consistent with the observed increase in RSA of SRN39 compared with SQR, the dry weight of the SRN39 root system was higher than that of SQR (Fig. 5I). No differences were observed in the dry weight of the shoot tissue (leaves and stalk together) (Fig. 1J), while the biomass of leaves was higher in SRN39 compared with SQR (Fig. 5K). The root biomass to shoot biomass ratio was also higher in SRN39 plants compared with SQR (Fig. 5L).

To summarize, while differences in early and late stages of vegetative growth (height) are observed between SRN39 and SQR, these are due to a developmental delay only at stage 1. A developmental delay is also observed at stages 4 and 5 in SRN39 relative to SQR (Fig. 5F, G). Despite being shorter and having fewer leaves (Fig. 5H), SRN39 allocates more biomass to its roots and leaves (Fig. 5I, K).

## Discussion

Shanqui Red (SQR) is a Kaoliang-type sorghum variety of the bicolor race originating from China, while SRN39 is a released Sudanese variety of the caudatum race. SQR and SRN39 have been studied mostly in the context of their distinct levels of sensitivity to cold and Striga infection (Ejeta and Knoll, 2007). Despite their vast genetic diversity, the differences between these two genotypes have previously been attributed to a polymorphism in the *LGS1* locus leading to changes in composition of their root exudates (Gobena *et al.*, 2017). SQR exudes 5-deoxystrigol as its dominant strigolactone, while SRN39 produces only orobanchol (Gobena *et al.*, 2017) (Fig. 4D). 5-Deoxystrigol and orobanchol have distinct activity in terms of their stimulation of Striga germination. 5-Deoxystrigol is an efficient germination stimulant, while orobanchol only induces poor germination in most Striga seed populations (Gobena *et al.*, 2017). Consequently, SRN39 shows resistance to Striga in the field as opposed to the highly susceptible SQR (Mohamed *et al.*, 2003; Gobena *et al.*, 2017).

Since the determination of the *LGS1* contribution to Striga resistance, SQR and SRN39 have been routinely used as model genotypes in Striga research (Mohamed *et al.*, 2003; Gobena *et al.*, 2017). However, developmental and molecular consequences of the *LGS1* polymorphism as well as the extensive genetic divergence between SRN39 and SQR have never been addressed. Here we show that SRN39 has longer main and lateral roots, and greater overall root length than SQR in young seedlings (Figs 3, 5I). The enhanced growth of the main root and lateral roots in SRN39 seedlings was reflected in the higher total root biomass of mature plants, as compared with SQR (Figs 3A, D, 5I). The increased investment in root biomass accumulation might impair the growth of the above-ground plant organs (Lynch, 2007). We observed that both the growth and the development of SRN39 were affected when compared with SQR. SRN39 was delayed in reaching very early (stage 1, three-leaf stage), and late (stage 4, flag leaf visible; stage 5, boot stage) stages of vegetative growth and the growth rate (expressed as height) of its above-ground organs was also diminished at these stages (Fig. 5A–H). The increased investment in SRN39 root growth was observed at the early seedling stages and at the end of the vegetative growth, thus coinciding with the stages when the growth slow-down of the shoot was the largest and when developmental delay was observed: stage 1 (three-leaf stage), stage 4 (flag leaf visible), and stage 5 (boot stage) (Figs 3, 5B, C, F, G, I). The differences in root system architecture and root biomass were marginal in plants of five to six leaves (28- and 35-day-old plants), and thus at the stage where no developmental delay was observed for SRN39 plants and when its growth rate began to increase (Supplementary Fig. S2B–N; Fig. 5B, D). Together, these data suggest that the increased root growth of SRN39 is linked to both its developmental delay and reduced rate of above-ground growth. These differences between SRN39 and SQR could further be attributed to distinct molecular profiles.

The complex relationship between shoot and root growth over time in SRN39 was also reflected in the root transcriptomic and metabolic profiles. The effect of plant age on both the transcriptome and metabolome landscape was more profound in SRN39 than SQR (Figs 1A, 2A). Among the metabolic pathways perturbed in roots of SRN39 as compared with SQR, gibberellin biosynthesis was observed for 28- and 35-day-old plants (Fig. 2B, C). Several gibberellin precursors accumulated to higher levels in SRN39 as compared with SQR, which may be a reason why SRN39 plants are shorter than SQR (Fig. 2D–H). Recently Bellis *et al.* (2020) created a CRISPR-edited knock-out of *LGS1* in the Macia variety and profiled its shoot transcriptome. Two transcription factors involved in floral initiation, *Sobic.010G180200* and *Sobic.008G168400*, were differentially expressed in the shoot of a CRISPR-edited knock-out of *LGS1* as compared with the wild type, Macia (Bellis *et al.*, 2020), which could explain the delay in reaching a boot stage by SRN39 (Fig. 5G). Together, these results suggest that the growth slow-down and developmental delay of SRN39 plants may be attributed to decreased biosynthesis of active gibberellins and an increase of its precursors and altered expression of transcription factors controlling floral initiation, respectively.

Genes we identified as differentially expressed between SQR and SRN39 roots were enriched with processes related to metabolism (‘carbohydrate metabolic process’, ‘metabolic process’, ‘fatty acid biosynthesis’) and responses to biotic stimuli (Fig. 1C, D). Similar processes were enriched among genes differentially expressed in the CRISPR-edited *lgs1* knock-out and its wild type (Bellis *et al.*, 2020). Genes related to fatty acid biosynthesis had higher expression in roots of SRN39 than in SQR (Fig 1C, D, cluster 5). Consequently, among the metabolic pathways perturbed in SRN39 roots, we found poly-hydroxy fatty acid biosynthesis and suberin monomer biosynthesis (Fig. 2B, C). Suberin, a long chain fatty acid polymer, forms a protective barrier from pathogens (Thomas *et al.*, 2007; Andersen *et al.*, 2015; Holbein *et al.*, 2019) and may serve as an additional barrier from Striga parasitism in SRN39. Indeed, polymorphisms in genes associated with suberin and wax-ester biosynthesis were recently associated with levels of Striga occurrence (Bellis *et al.*, 2020), suggesting that, in addition to pre-attachment resistance, SRN39 may provide another layer of protection from Striga parasitism. Post-attachment resistance in SRN39 was previously suggested by Amusan *et al.* (2011). Genes involved in fatty acid biosynthesis were also enriched among genes differentially regulated in shoot tissue between the CRISPR-edited knock-out of *LGS1* and its wild type (Bellis *et al.*, 2020). While SRN39 plants were shorter than SQR, they also accumulated more leaf biomass, which could be due to the increased production of waxes (Fig. 5A, K).

The increased expression of genes related to fatty acid biosynthesis in both SRN39 and the CRISPR-edited *lgs1* knock-out leads to our hypothesis that strigolactones might affect suberin biosynthesis. More research is needed to confirm this hypothesis and to elucidate whether it is a direct effect of strigolactone signaling or an indirect effect of their exudation, i.e. on nutrient uptake. We cannot conclude which of the additional phenotypic and molecular differences demonstrated here are related to potential differences in strigolactone biosynthesis or exudation or to the extensive genetic variation between SQR and SRN39. The three other sorghum varieties, Birhan, Framida, and Gobiye, with the same *lgs1-1* allele as SRN39 and with orobanchol as the dominant exuded strigolactone, also showed longer lateral roots and larger root systems. Again, the mechanism underlying these differences remains to be determined. SRN39 is the parent of Birhan and Gobiye and therefore it is likely these two genotypes share a substantial part of the SRN39 genome (Hess and Ejeta, 1992). Nevertheless, our root system architecture phenotyping results suggest that these orobanchol-producing genotypes have a greater potential to promote lateral root growth than those producing 5-deoxystrigol. Previously, a synthetic strigolactone, GR24, has been shown to repress lateral root formation under phosphate-sufficient conditions, while enhancing it under conditions of low phosphate availability (Ruyter-Spira *et al.*, 2011). Here we suggest that, in the absence of nutrients, strigolactones might be also involved in the elongation of lateral roots. While more research is needed, we speculate that different stereoisomers of strigolactones may have distinct potential in shaping the sorghum root system.

SRN39 not only has increased resistance to Striga, but it is also Striga tolerant, meaning it has a reduced number of Striga infections and that successful Striga attachment causes minimal damage (Rodenburg *et al.*, 2005; Nasreldin, 2018). Striga tolerance is often measured as the degree of decrease in yield, photosynthesis efficiency, or above-ground tissue biomass (Van Ast *et al.*, 2000; Rodenburg *et al.*, 2008). We observed the dynamic character of the growth slow-down in SRN39, increases in leaf, but not whole shoot biomass and complex gene expression patterns over time that distinguish it from the *Striga*-sensitive SQR (Figs 1A–C, 5A, B, J, K). This suggests that accounting for the developmental stage and tissue used to access sorghum biomass might be important for assessing the tolerance of sorghum varieties with previously reported resistance to Striga.

## Supplementary data

The following supplementary data are available at *JXB* online.

Fig. S1. Expression of strigolactone biosynthesis and signaling pathway genes in roots of 28- and 35-day-old plants of Shanqui Red (SQR) and SRN39.

Fig. S2. Phenotypic characterization of 28- and 35-day-old plants of Shanqui Red (SQR) and SRN39.

Fig. S3. Root system architecture of Shanqui Red (SQR) and SRN39.

Fig. S4. Root system architecture of 7-day-old seedlings of Shanqui Red (SQR) and sorghum varieties with the *lgs1* mutation (Birham, Framida, Gobiye, and SRN39).

Fig. S5. Strigolactone composition in root exudates of Shanqui Red (SQR) and sorghum varieties with the *lgs1* mutation (Birham, Framida, Gobiye, and SRN39).

Table S1. CPM values for root transcriptome profiling.

Table S2. Genes detected as differentially expressed between genotypes.

Table S3. Genes detected as differentially expressed between time points.

Table S4. Genes detected as differentially expressed between genotypes in a time-dependent manner.

Table S5. Genes assigned to expression clusters.

Table S6. GO terms enriched in each expression cluster.

Table S7. Intensity values for root metabolite profiling

Table S8. Abundance of metabolic features of selected enriched categories in roots of 28-day-old plants.

Table S9. Abundance of metabolic features of selected enriched categories in roots of 35-day-old plants.

Dataset S1. Raw data from the phenotyping experiments.

erab380_suppl_Supplementary_Dataset_S1 Click here for additional data file.

erab380_suppl_Supplementary_Tables_S1-S9 Click here for additional data file.

erab380_suppl_Supplementary_Figures_S1-S5 Click here for additional data file.

## Data Availability

Sorghum sequences were deposited in NCBI GEO under the accession number GSE167101. Raw data from the growth measurements, root system architecture analysis, strigolactone measurements, ANOVA tables and *P*-values for each statistical test can be found in Supplementary Dataset S1. Data analysis scripts are publicly available at https://github.com/DorotaKawa/Sorghum-growth-development.git.

## Abbreviations

ABA: abscisic acid
AM: arbuscular mycorrhiza
LGS1: Low Germination Stimulant 1
SQR: Shanqui Red

# Supplementary material for: Characterization of growth and development of sorghum genotypes with differential susceptibility to Striga hermonthica
**Source:** J Exp Bot. 2021 Aug 19;72(22):7970–83. doi: 10.1093/jxb/erab380
**Supplement:** erab380_suppl_Supplementary_Figures_S1-S5

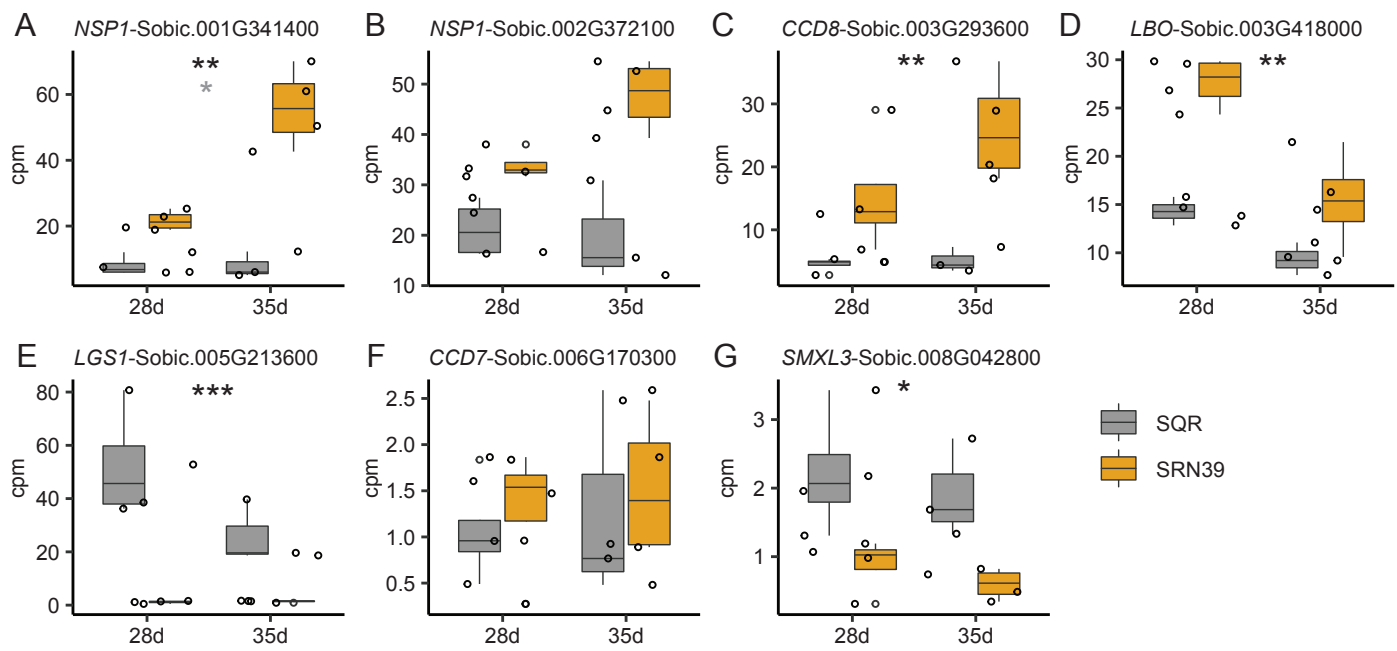

**Figure S1. Expression of strigolactone biosynthesis and signaling pathway genes in roots of 28 and 35 day old plants of Shanqui Red (SQR) and SRN39.** In all cases the x-axis denotes plant age (28d – 28 day old, 35d – 35 day old plants). (A-B) SRN39=orange; SQR=gray. Transcripts in A, B, D-G has been previously reported as differentially expressed between SQR and SRN39 in (Bellis et al., 2020). The boxplots denote data spanning from the 25th to the 75th percentile and are centered to the data median. Dots represent individual values. Black asterisks denote a significant adjusted p-value for term genotype, while grey asterisk indicate significant adjusted p-value for the genotype\*time interaction. \*\*\* p-value < 0.001, \*\* p-value < 0.01, \* p-value < 0.05, (n=4).

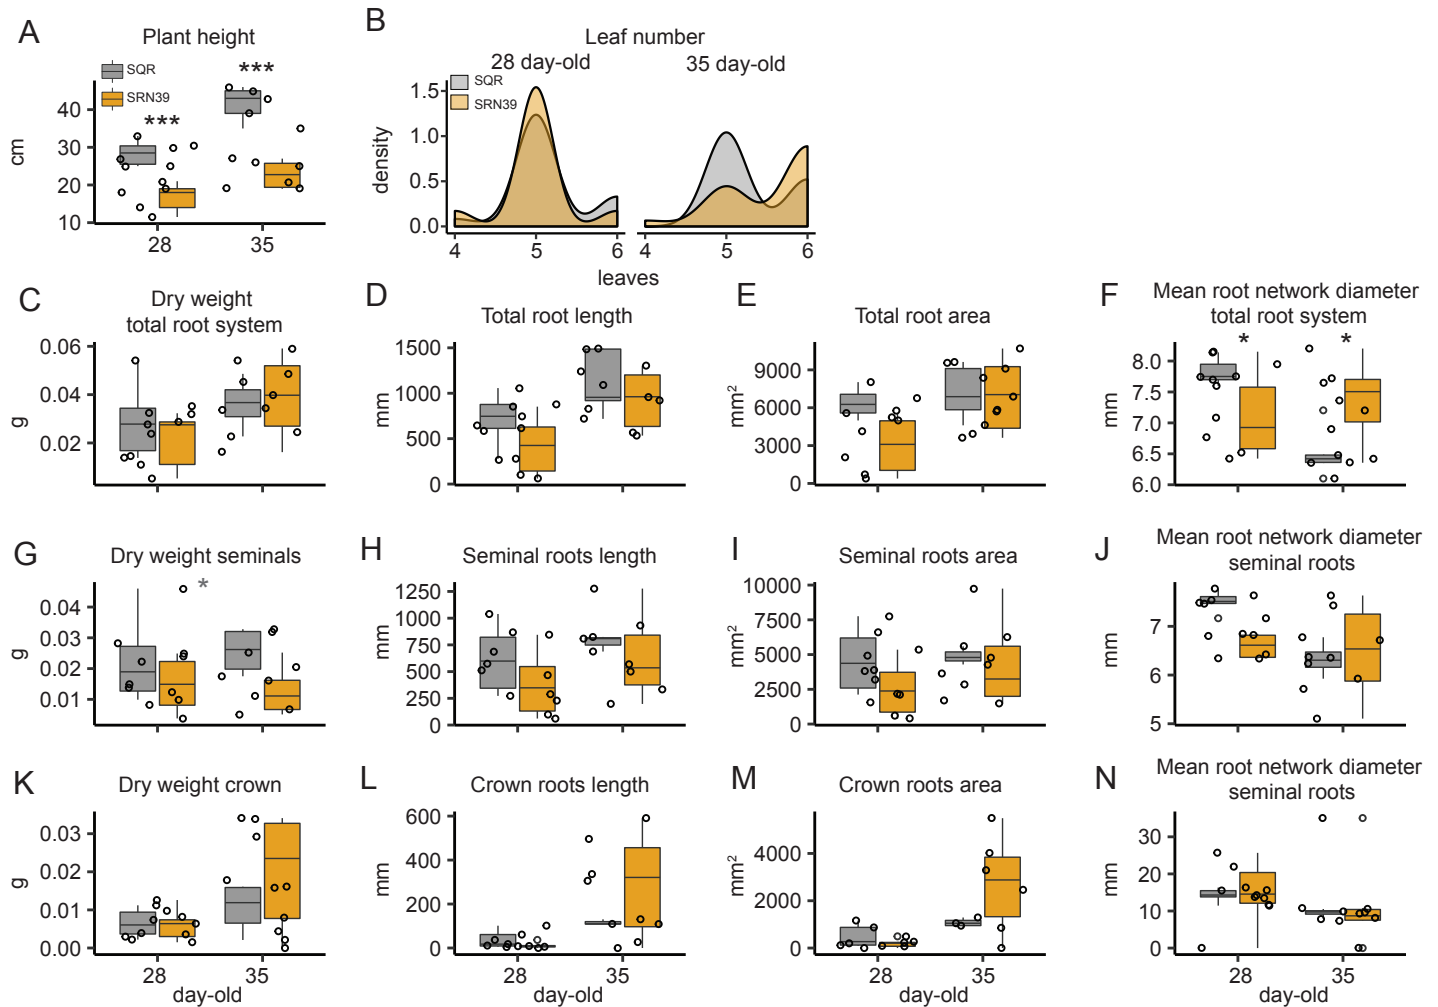

**Figure S2. Phenotypic characterization of 28 and 35 day old plants of Shanqui Red (SQR) and SRN39.** (A-N) SRN39=orange; SQR=gray (A) Plant height and (B) leaf number, dry weight, root length, root area and mean root network diameter of (C-F) total root system, (G-J) seminal roots and (K-N) crown roots. The boxplots denote data spanning from the 25th to the 75th percentile and are centered to the data median. Dots represent individual values. Black asterisks denote a significant p-value for a post-hoc pairwise comparison between each genotype withing a timepoint by the least square method. Gray asterisks denote a significant p-value for a genotype term according to a two-way ANOVA. \*\*\* p-value < 0.001, \*\* p-value < 0.01, \* p-value < 0.05, (n=6 for A, C-N; n= 15-22 for B).

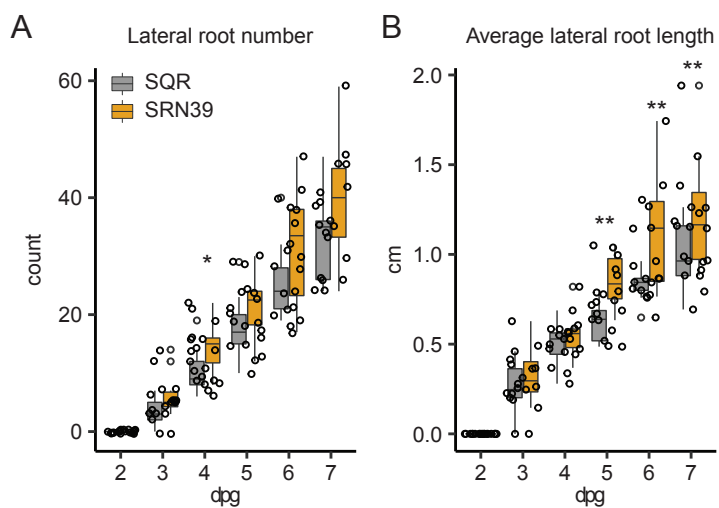

**Figure S3. Root system architecture of Shanqui Red (SQR) and SRN39.** In all cases the x-axis denotes days post germination (dpg). (A-B) SRN39=orange; SQR=gray. (A) Lateral root number, (B) average lateral root length. The boxplots denote data spanning from the 25th to the 75th percentile and are centered to the data median. Dots represent individual values. Asterisks denote a significant p-value for each timepoint between genotypes by the least square method. \*\*\* p-value < 0.001, \*\* p-value < 0.01, \* p-value < 0.05, (n=10).

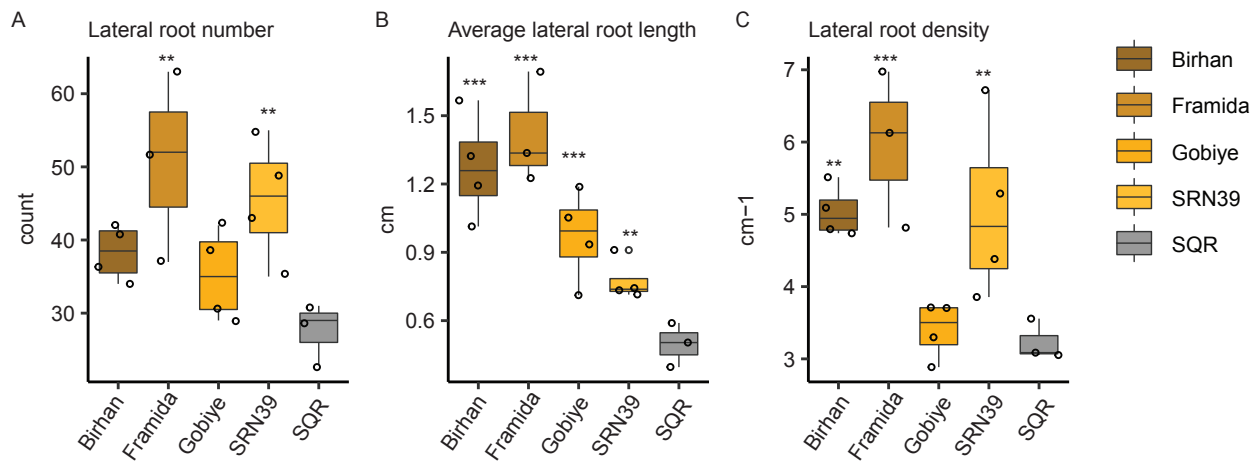

**Figure S4. Root system architecture of seven day old seedlings of Shanqui Red (SQR) and sorghum varieties with the *lgs1* mutation (Birhan, Framida, Gobiye and SRN39).** (A) Lateral root number, (B) average lateral root number, (C) lateral root density. The boxplots denote data spanning from the 25th to the 75th percentile and are centered to the data median. Dots represent individual values. Asterisks denote a significant p-value for each timepoint between genotypes by the least square method. \*\*\* p-value < 0.001, \*\* p-value < 0.01, \* p-value < 0.05, (n=4).

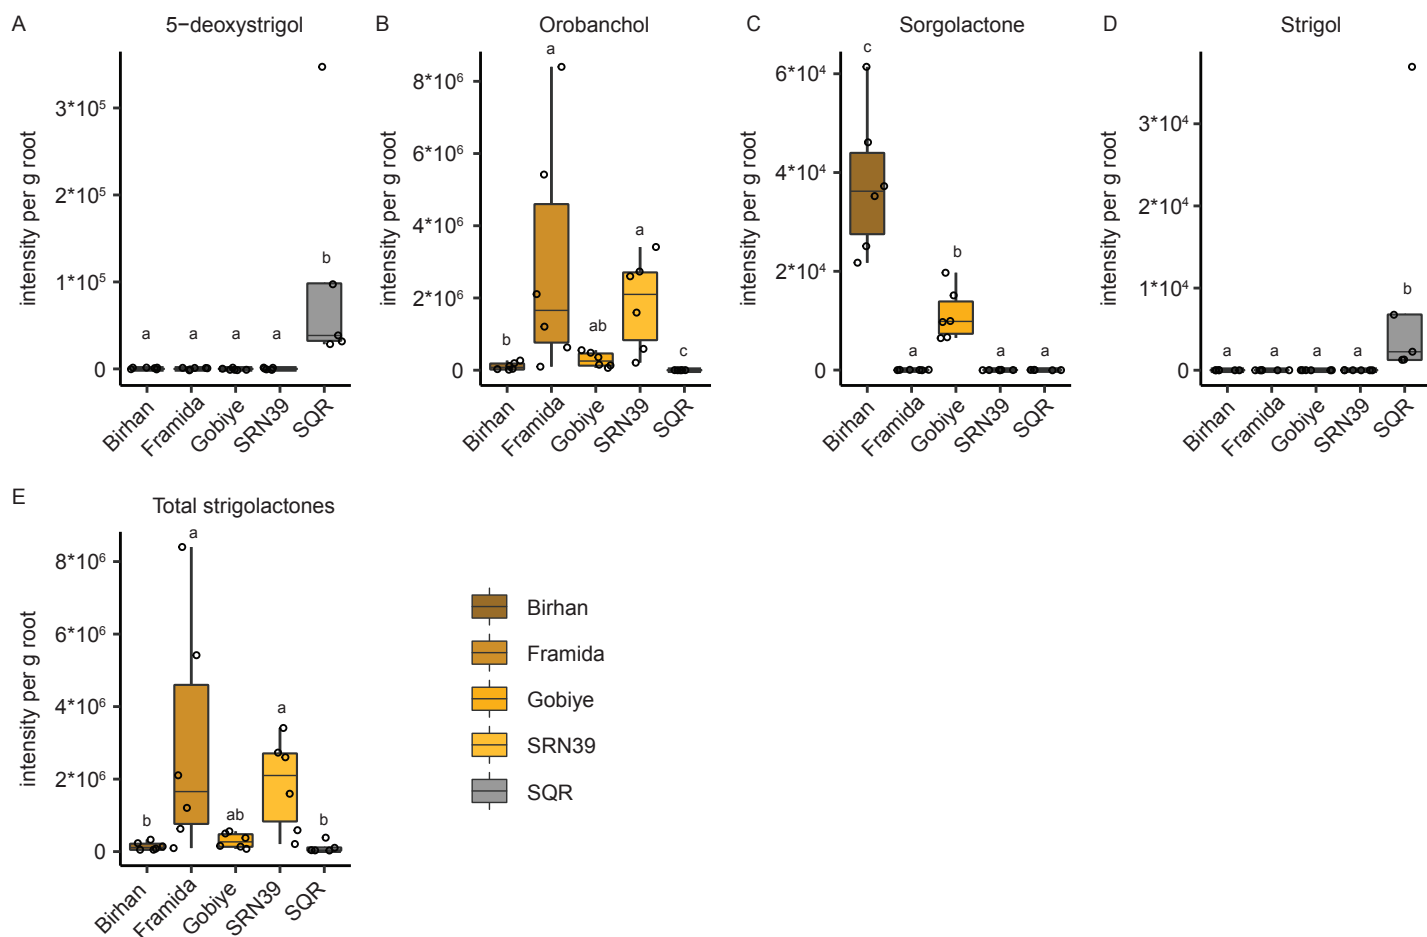

**Figure S5. Strigolactone composition in root exudates of Shanqui Red (SQR) and sorghum varieties with the *lgs1* mutation (Birham, Framida, Gobiye and SRN39).** Abundance (expressed as intensity per gram of fresh root weight) of (A) 5-deoxystrigol, (B) orobanchol, (C) sorgolactone, (D) strigol and (E) total strigolactones in exudates of 14 day old plants (n=6). The boxplots denote data spanning from the 25th to the 75th percentile and are centered to the data median. Dots represent individual values. Statistical analysis has been performed with one-way ANOVA with Tukey post-hoc test (adjusted p-value<0.05). Different letters indicate significance of difference between tested genotypes.

How the deposited data were processed for this re-analysis (not part of the article)

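Roots of SQR and SRN39 sorghum plants were sampled at 28 and 35 d. The authors made 3′ mRNA-Seq libraries, pooled the technical replicates, trimmed the reads, mapped them to the BTx623 reference genome with STAR and deposited the reads it counted on each gene. These deposited counts are whole numbers without normalization. The STAR version, the annotation version and the strand column used are not given in the sources used here.

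In the 15 libraries used, 6041 genes of the table had no count. SQR at 35 d has 3 biological replicates and each other group has 4. The table has 1 further column, named as replicate 4 of SQR at 35 d, which no deposited sample description matches, and it was not used. Total counts per library were 6369710 to 17304929. None of the pairs of replicates held identical counts.

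Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with more than 1 CPM in at least 3 libraries were kept, which left 18473. TMM factors scaled the libraries, and log2 CPM values were computed with a prior count of 2. One quasi-likelihood model of the 4 groups was fitted with edgeR, and 5 contrasts were tested with Benjamini-Hochberg adjustment at 0.05, two-sided. Standard errors were taken from the log2 fold change and its F statistic. The replicate numbers do not pair the libraries: after group means were removed, correlations of libraries with the same number ran from -0.22 to 0.17, so no pairing was used.

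The shares of variation are sequential sums of squares of genotype, age and interaction, each tested by enumerating all relabelings within age or within genotype. The size of the age effect was compared between genotypes with the distance between mean profiles, corrected for replicate spread. Its permutation test was fixed beforehand on the uncorrected ratio, so its p values belong to that ratio. On simulated data with equal sizes the corrected ratio had a median of 1 (range 0.951 to 1.08, 10 runs, none with a permutation p under 0.05), and with a true ratio of 4 it was 3.96, with a p under 0.05 in 10 of 10 runs. These runs drew genes independently and gave each gene the same spread in all groups, unlike the real libraries. They do not measure the precision of the ratio or the power of its test in the real data. There, leaving out 1 library moved the corrected ratio between 1.97 and 4.13. The edgeR fits were tested on simulated counts as given with the data.

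Genes called for genotype at 28 d or for the interaction were clustered with the steps that the paper's methods name, but on edgeR calls, where the paper used limma-voom calls, and with complete linkage, which the paper's text does not name. The paper's clusters are known here only by the patterns its text gives, so each cluster was matched to the nearest pattern at a correlation of at least 0.9, a limit set after the clusters were seen.

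Genes are named by a rule written before the data were examined: every gene that the text or Supplementary Fig. S1 names, and the 2 genes with the largest rise and the 2 with the largest fall per contrast among called genes with at least 10 CPM in the higher group and, except for the interaction, no overlap between the libraries of the groups. The values of Sobic.001G341400 in Supplementary Tables S1 and S2 and the pictures of Supplementary Fig. S1 had been seen before. None of the gene IDs was found in the RefSeq gene table, so of the genes the rule chose only a few IDs are printed. Names of other genes are the best Arabidopsis or rice matches in the part of Table S2 held here, and those genes were chosen after their values were seen.

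For the same reason the tests of gene families that had been planned, camera and fry, were not run. The ontology enrichments were not repeated. Supplementary Table S1 was read for 1998 of 17329 genes and Table S2 for 413 of 2345, while the genes of Tables S3 to S9 were not used here.

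The alternatives tried were limma-voom with quantile normalization, DESeq2, RLE size factors, library totals without TMM, no filter on low counts, edgeR's filter by group, fits of only the groups compared, replicate number as a block, thinning to the smallest library, an adjusted p under 0.01, and leaving out each library. For log2 CPM measures they were the 500 most variable genes, a prior count of 0.5 and quantile-normalized values, and for clusters average and Ward linkage and all called genes. Filtering on at least 1 count in every library, alone and with limma-voom, was added after Table S1 had been compared with the counts. Leaving out each library was also added later for the genes read in only one genotype. Random steps used the seed 20210819.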

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

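The tests of one sample fewer, of library size and of replicate spread behind the age counts, of low counts under 5 CPM, of reads that differ from the reference and of the LGS1 reads were chosen only after the result was seen.

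In 3 of 58 tests of a group of 4 libraries for one sample far from the others, a library stood out, and chance gives about 2.9. CCD8 was at 2.82 CPM in SQR replicate 3 at 28 d against 4.93 to 5.36 in the other replicates. The HAI3 homolog Sobic.002G172000 was at 5.12 CPM in the same library against 2.56 to 2.98. Sobic.008G168400 was at 0.412 CPM in SRN39 replicate 2 at 28 d and at 0 in the other replicates of that group. No explanation of these values was tested.

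The effect of age differed between genotypes for 1355 genes by edgeR's interaction test. Of 100 regroupings of age within genotype, 2 gave as many calls, the real one included, so that chance regrouping of the ages of both genotypes together can be excluded at 0.05. Wrong ages of SQR can also give many calls, however. With the real SRN39 ages kept, a regrouping that changed the age of 6 of the 7 SQR libraries gave 5874 calls and one that changed 4 gave 1234. The first nearly reverses the SQR ages, so that age changes shared by the genotypes would count as interaction in it. The regroupings do not test whether the age effects are equal. Among the genes named here, those that the naming rule chose by size of change left aside, the interaction was called for NSP1 (Sobic.001G341400, 1.41), the OsSAUR72 homolog (Sobic.002G259100, 1.3), the OsSAUR72-like homolog (Sobic.004G156300, 1.18), the HAI3 homologs (Sobic.003G354000, 1.62, and Sobic.002G172000, 2.96), the phosphoglycerate mutase gene Sobic.001G384100 (3.19) and the 2 defense-annotated genes that rose (Sobic.001G400900, 2.72, and Sobic.001G401000, 1.86). The calls of Sobic.001G341400 and Sobic.004G156300 were each kept in 3 of the 15 fits that left out 1 library. Both were also lost with replicate number as a block, and the call of Sobic.001G341400 with library totals in place of TMM. The call of Sobic.003G354000 was lost after thinning.

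More genes were called between ages in SRN39 (5704) than in SQR (480). One sample fewer in SQR does not account for this, since with 1 SRN39 library left out the SRN39 count was at least 4055. Neither does library size, since 5041 genes were called in SRN39 after thinning to the smallest library. The larger spread between SQR replicates cannot be told apart from a smaller age effect. The permutation test of the ratio of uncorrected age distances gave p = 0.278. With the SQR libraries fitted alone 2 genes were called, and with the SRN39 libraries fitted alone 7221. Whether the age effect as a whole is larger in SRN39 stays open.

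Of the genes that passed the filter, 1051 had 0 counts in at least 1 library, and 537 of these were called between genotypes at 28 d. The 1998 genes of Table S1 held here all have a count in every library, so the paper's tables may not cover genes of this kind. Low counts do not account for the 90 of them with a mean of at least 5 CPM in the higher genotype. They do not account for the set of 447 others under 5 CPM either: 428 of these (95.7%, exact binomial 95% interval 93.4% to 97.4%, genes taken as independent) had the same sign in the 35-day libraries, which the 28-day difference does not use. Single genes among them can still be false calls. Reads of SRN39 that differ from the reference and were not counted could lower its counts, but 47.5% of the 537 genes were lower in SRN39, which leaves this open because SQR is not the reference either.

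The tested genes adjacent to LGS1 were far lower in SRN39 at 28 d, with log2 fold changes of -4.95 before it and -5.22 after it. Low residual reads were counted at LGS1 itself in SRN39. From the reads alone, a fixed share of SQR reads in every SRN39 library cannot be told apart from residual expression. If it were the source, no SQR gene could lie below the share at LGS1, which was 2.17% at 28 d and 5.29% at 35 d. Beyond the limits of both, 0 of 34 SQR genes lay below it at 28 d and 4 of 32 at 35 d (one-sided exact binomial p = 0.0738). Pooled over the ages, 14 of 44 genes lay below 3.05% by their upper 95% limit, a count that does not allow for the spread of LGS1 between libraries. Nor can reads of a similar gene counted at LGS1 be told apart from residual expression by the reads alone: the change of LGS1 with age in SRN39 was 0.28 on the log2 scale, with a standard error of 0.43. The paper states that SRN39 carries a deletion of several genes including LGS1. With LGS1 deleted, its reads in SRN39 cannot be residual expression of that gene, and their source stays open. Whether these neighbours lie within the deletion was not tested.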

How the results depend on the processing

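The alternatives were set before the data were examined, except the filter on genes with a count in every library and the leave-one-out of genes read in only one genotype, which were chosen after seeing the data. Where a count or value moved, the cause was not tested, apart from a stricter threshold or fewer libraries.

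In all 15 fits that left out 1 library, the genes changed by genotype at 28 days stayed within 1.5 times the reported number (2530 to 3808), as did those at 35 days (5489 to 6642) and the genes changed by age in SRN39 (4055 to 6690). The genes changed by genotype at 28 days numbered 2015 at an adjusted p under 0.01 and 6820 when the difference was averaged over both ages. Those at 35 days numbered 4092 and the genes changed by age in SRN39 numbered 2860 at an adjusted p under 0.01. The other alternatives kept these counts within 1.5 times. Other splits of the libraries gave as many calls in 1 of 35 cases, the real one, for each of these 3 counts and for age in SQR, so chance regrouping can be excluded for them.

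The 480 genes changed by age in SQR were the least stable count: 1385 by DESeq2, 103 with replicate number as a block, 33 at an adjusted p under 0.01, 2 with only the groups compared and 5681 averaged over both genotypes. Leaving out 1 library gave 62 to 2073 genes. The count was 152, 813, 258 and 62 without SQR replicates 1, 2, 3 and 4 at 28 d, and 290, 68 and 2073 without SQR replicates 1, 2 and 3 at 35 d. It was 282 and 235 without SRN39 replicates 2 and 4 at 28 d, and 262, 274 and 317 without SRN39 replicates 1, 2 and 3 at 35 d.

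The genes with a genotype-by-age interaction numbered 712 with a replicate block and 291 at an adjusted p under 0.01. Leaving out 1 library gave 836 to 1951. The count was 836 without SQR replicate 4 at 28 d, 869 without SRN39 replicate 4 at 28 d, and 876 and 882 without SRN39 replicates 3 and 4 at 35 d.

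With library totals in place of TMM, the median of all genes moved by 0.28 between ages in SQR and 0.31 in SRN39, and 70.4% of 709 genes called in SQR and 74.7% of 6264 in SRN39 were higher at 35 d. The balance of rises and falls with age is therefore relative to the TMM scaling.

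The shares of variation kept permutation p-values under 0.05 in every alternative. The ratio of age effects, 2.74, was reversed with the 500 most variable genes, at 0.765 (permutation p = 0.237 for the uncorrected ratio), and was 11.9 as a ratio of gene counts. It was 1.97 to 4.13 with 1 library left out, and no alternative gave a permutation p under 0.05.

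The cluster with the pattern of cluster 1 held 436 genes with limma-voom calls, and 0 to 468 genes with 1 library left out. No cluster matched it without SQR replicates 1, 2 or 4 at 28 d, SQR replicate 2 at 35 d, SRN39 replicate 3 at 28 d, or SRN39 replicates 1, 3 or 4 at 35 d. The matching cluster held 148 and 161 genes without SRN39 replicates 2 and 4 at 28 d and 468 without SRN39 replicate 2 at 35 d. The pattern of cluster 4 was matched by 0 genes without SQR replicate 1 at 35 d, 632 without SRN39 replicate 1 at 35 d and up to 1306. No cluster matched the patterns of clusters 2 and 3, as coded here, in any of the settings run. Without SQR replicate 2 at 35 d, however, the mean of a cluster of 429 genes went from -1.1 to 0.85 in SRN39 and from 0.09 to 0.17 in SQR. It was thus lower in SRN39 at 28 d and higher at 35 d, as the paper words cluster 2, but without the fall in SQR that was coded.

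The number of genes read in SQR only, 1, became 0 at a limit of 0 counts in SRN39, 8 at 10 counts and 32 at 1 CPM. Leaving out 1 library gave 0 to 3 genes, with 0 without SQR replicate 2 at 35 d, 2 without SRN39 replicates 1 or 4 at 28 d or replicate 1 at 35 d, and 3 without SRN39 replicate 2 at 28 d or replicate 3 at 35 d. For genes read in SRN39 only, 1 became 0 at 0 counts, 21 at 10 counts, 72 at 1 CPM and 0 at 10 CPM. Leaving out 1 library gave 1 to 3 genes, with 2 without any one of the SQR replicates at 28 d or replicate 1 at 35 d, and 3 without SQR replicate 3 at 35 d.

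For single genes named in the text, 2210 values under an alternative kept their direction and their side of the threshold, 86 lost a call, 13 gained one and none changed direction past the threshold. The gene family tests planned with camera and fry were not run, since the gene IDs could not be paired with product names. Thinning every library to the smallest total, 6369710 counts, kept each of the 5 counts within 1.5 times.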

Differences from the paper's values

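A count was taken to differ at a ratio over 1.5, and a log2 fold change when it was off by more than its standard error or in sign. Supplementary Table S2 has 2345 genes and the genotype difference at 28 d was called for 3213 here, which is within that ratio. By DESeq2 it was 3599 and averaged over both ages 6820, both outside it. Table S3 has 484 genes and was compared only with age in SQR, on the reading that its age term is coded like the genotype term, and 480 were called here. By limma-voom with quantile normalization, the method of the paper, that count was 337, within the ratio. Limma-voom on only the genes with a count in every library gave 412 for age in SQR and 2492 for genotype at 28 d. Both are closer to the paper's counts than the 337 and 3113 without that filter, which was added after Table S1 had been compared. The count for age in SQR was outside the ratio by DESeq2 (1385), with a replicate block (103) and at an adjusted p under 0.01 (33). With only the groups compared (2) and averaged over both genotypes (5681) it was outside too. The log2 fold changes of the genes named here that the held part of Table S2 includes were within their limit in the edgeR fit. That of Sobic.001G208500, -5.7 in the paper, was outside it by DESeq2 and with library totals (-6.32) and after thinning (-6.75). The other genes of Table S2 were compared by correlation only.

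The paper describes a cluster whose genes fell over time in both genotypes and one whose genes were lower in SRN39 at 28 d and higher at 35 d. None of the 6 clusters here matched either pattern, as coded, at a correlation of at least 0.9, in any of the settings run. The codes were narrower than the paper's words: equal levels and falls in both genotypes, and a fall in SQR as large as the rise in SRN39. Clustering only genes called for genotype at 28 d or for the interaction also works against the first. The lack of a match is therefore no evidence against the paper's clusters. In 2 unmatched clusters, of 547 and 90 genes, the means fell in both genotypes. Among single genes, 57 were called lower at 35 d in both genotypes and 49 genes with an interaction were called lower in SRN39 at 28 d and higher at 35 d.

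The paper lists the 3 SAUR homologs among its clustered genes. Here they were called but lay outside the 75% of genes with the largest variance, and clustering all called genes includes them. The interaction of Sobic.007G191400 had an adjusted p of 0.053 by edgeR, and DESeq2 called it at 0.026 (0.026 to 0.11 over the alternatives). Without SQR replicate 2 or SRN39 replicate 1 at 35 d edgeR called it too.

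The paper gives 4 replicates for every group. SQR at 35 d has 3 libraries here, and a further count column named as its replicate 4 was not used.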

Other observations

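The tests of the genotype label, of the age label and of exchanged libraries, of a shared age response and of the sum over neighbouring genes were chosen only after the result was seen.

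The 3 SQR libraries at 35 d differed more from each other than the libraries of the other groups, with a mean variance of log2 CPM of 0.391 against 0.16 to 0.222. Sequencing depth does not account for it, since the variance was 0.383 after thinning and at most 0.216 in the other groups. A library of SRN39 under an SQR label is argued against by LGS1, whose lowest level in an SQR library was 18.8 CPM against 1.63 CPM at most in SRN39. An exchange of a 28-day and a 35-day SQR library is argued against too, since of 12 exchanges the highest number of genes changed by age in SQR was 1, against 480 with the labels. A single library of the other age under a 35-day label cannot be told apart from a plant at an earlier stage: SQR replicate 3 at 35 d lay at -0.044 along the age difference of SRN39, within the range of the 28-day libraries. On the second dimension of the multidimensional scaling, which was computed with this library, it lay at 0.24, above every 28-day library (-0.1 at most). Counts of these libraries were also compared in pairs by chi-square per degree of freedom. It was 120.3 and 122 for the pairs with replicate 2 and 41.16 between replicates 1 and 3. By this measure replicate 2, not replicate 3, was the library farthest from the others. A real difference between plants stays open.

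A candidate explanation for the shared sign of age changes is an age response common to both genotypes. SRN39 libraries of the 2 ages separated along the age difference measured in SQR (two-sided exact permutation p = 0.0286), and SQR libraries along that of SRN39 did not pass 0.05 (p = 0.0857). Both comparisons use the same 15 libraries, so they are not independent. The hypothesis comes from the same data.

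The 7 neighbouring defense-annotated genes summed to a log2 difference of -0.96 between genotypes at 28 d and -0.37 at 35 d. Reads moved between similar neighbours could make single genes differ in opposite directions, and they cannot be told apart from differences in expression, since the genes were chosen from called ones, their sequences were not compared and other copies may have taken some of the reads.

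By the limits set for reads in one genotype only, Sobic.002G269100 had 1878 counts in SQR, 1819 of them in replicate 2 at 35 d, and 3 in SRN39, and Sobic.002G188300 had 3 in SQR and 562 in SRN39. The first had a mean of 48.5 ± 80.6 CPM in SQR at 35 d (SD, n = 3).

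The floral initiation gene Sobic.010G180200, which the paper discusses for shoots, was at 0.036 ± 0.0421 CPM in SQR roots and 0.983 ± 0.368 in SRN39 roots at 28 d (SD, n = 4 each), a log2 fold change of 4.11 (standard error 0.79, adjusted p = 0.0012 from edgeR). At 35 d the change was 2.14 (standard error 0.66, adjusted p = 0.018), and the call was lost without SQR replicate 2 or 3 of that age. Sobic.008G168400 had counts in 1 library and was not tested.

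Of 2123 genes that pass the stated filter up to the last gene held of Table S1, 127 are absent from it, and 117 of these have 0 counts in at least 1 library.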
